# Identification of candidate genes that specifically regulate subcutaneous and intramuscular fat deposition using transcriptomic and proteomic profiles in Dingyuan pigs

**DOI:** 10.1038/s41598-022-06868-3

**Published:** 2022-02-18

**Authors:** Pan Zhang, Qinggang Li, Yijing Wu, Yawen Zhang, Bo Zhang, Hao Zhang

**Keywords:** Genetics, Molecular biology

## Abstract

Subcutaneous fat and intramuscular fat (IMF) deposition are closely related to meat production and pork quality. Dingyuan pig, as a native pig breed in China, low selection leads to obvious genetic and phenotypic differences in the population. Individuals with extreme fat content in the population are ideal models for studying the mechanism of fat deposition. In this study, we used RNA-Seq and tandem mass tags-based (TMT) proteomics to analyze the key pathways and genes that specifically regulate subcutaneous fat and IMF deposition in Dingyuan pigs. We identified 191 differentially expressed genes (DEGs) and 61 differentially abundant proteins (DAPs) in the high and low back fat thickness (HBF, LBF) groups, 85 DEGs and 12 DAPs were obtained in the high and low intramuscular fat (HIMF, LIMF) groups. The functional analysis showed that the DEGs and DAPs in the backfat groups were mainly involved in carbohydrates, amino acids, and fatty acids metabolism, whereas the IMF groups were involved in the insulin pathway, longevity, and some disease-related pathways. We found 40 candidate genes that might tissue-specifically lipids deposition for subcutaneous and intramuscular fat. Our research provides theoretical reference materials for the improvement of fat deposition traits of local pig breeds in my country.

## Introduction

China's pig breeds are rich in genetic resources and have good meat quality. However, they also suffer from problems such as a slow growth rate, high fat deposits, and low lean meat percentages^1^. Commercial pig breeds increase the proportion of lean meat and reduce the deposition of subcutaneous fat, while the reduced intramuscular fat content at the same time results in poor flavor^2–5^. Porcine subcutaneous fat is quantified by backfat thickness, which is negatively correlated with lean meat percentage and positively correlated with intramuscular fat^6^. The IMF content plays a decisive role in the quality and flavor of pork^7^. Due to the positive genetic correlation between the two fat traits^8^, increasing the intramuscular fat content while reducing the deposition of subcutaneous fat has always been a challenge in pig breeding.

The Dingyuan pig is an indigenous pig breed distributed in Dingyuan County, Anhui Province, China. It has the advantages of high intramuscular fat, and good meat quality, but also has a low lean meat percentage and relatively slow growth rate. A large population of Dingyuan pigs was phenotyped using multi-production trait indexes, and found that the growth rate and IMF content of some individuals were similar to those of others, but their subcutaneous fat was thinner. Therefore, we believe that this population may harbor key genes that specifically regulate subcutaneous and intramuscular fat deposition, providing a good study system to investigate the molecular mechanisms regulating tissue-level differences in fat deposition.

RNA-Seq has been widely used to analyze the transcriptome profile of pig subcutaneous and intramuscular fat. Jinhua pig and Landrace pig intramuscular fat transcriptome sequencing revealed the differences in fat and protein metabolism at the transcriptional level of the two pigs^9^. Sequencing of subcutaneous fat and IMF of 100 pigs identified 215 subcutaneous fat genes and 90 IMF genes^10^. The mechanism of subcutaneous fat and IMF deposition has not only been studied in different breeds of pigs, but also in Italian Great White pigs or Duroc pigs^11^ of the same breed with different phenotypes^6^. Dingyuan pig is an excellent indigenous pig breed, but there is no relevant report yet.

In this study, we collected tissues of subcutaneous fat and the *longissimus dorsi* (LD) muscle from pigs of similar age and body weight with divergent backfat thickness and intramuscular fat content. We used RNA-Seq to study gene expression in subcutaneous and intramuscular fat simultaneously. We also used proteome analysis technology based on TMT because it has improved proteome coverage and more reliable peptide identification and quantification, which is suitable for analyzing thousands of proteins in complex biological samples^12^. Such integrated transcriptome and proteome analyses can provide insights into key functional genes and their regulatory mechanisms between different types of fat deposits in pigs.

## Results

### Summary of pig performance

The phenotypic traits of the pigs used in this study are listed in Table 1. The backfat thickness and dressing percentage of the HBF group were significantly higher than those of the LBF group (*P* = 0.001). However, the body weight, intramuscular fat content, and lean meat percentage were not significantly different between the two groups. The IMF content was significantly higher in the HIMF group than in the LIMF group (*P* = 0.006).

**Table 1:** Phenotypic data at slaughter and meat quality of Dingyuan pigs.

Groups	HBF	LBF	HIMF	LIMF
Weight (kg)	88.17 ± 5.06	90.57 ± 3.55	86.17 ± 3.29	89.67 ± 2.04
IMF (%)	6.88 ± 2.68	4.20 ± 2.05	6.30 ± 0.56**	2.97 ± 0.95
Backfat (thickness/cm)	5.53 ± 0.49**	2.53 ± 0.42	5.10 ± 1.11	3.67 ± 1.12
Dressing percentage	78.33 ± 0.01**	72.33 ± 0.01	78.10 ± 2.13	74.53 ± 3.17
Lean meat percentage	46.01 ± 5.03	50.94 ± 2.35	47.21 ± 3.33	50.42 ± 3.81

The results are expressed as mean ± SD.

*IMF* Intramuscular fat, *LBF* low backfat thickness, *HBF* high backfat thickness, *HIMF* high intramuscular fat, *LIMF* low intramuscular fat.

**indicates extremely significant (*P* < 0.01). No label indicates that the difference is not significant.

### Overview of the sequencing data

The total number of raw reads obtained by sequencing the 12 samples was 125.21 Gb and the number of clean reads was 120.87 Gb, and the average ratio of clean reads was 96.11% (94.28–97.59%; Supplementary Table S1). The transcriptome data were compared to the reference genome (Sscrofa11.1.99) and the proportion of mapped reads was > 95% (95.37–96.66%), where an average of 85.8% reads were mapped within exons, 9.2% mapped to introns, and 5.0% mapped to intergenic regions (Fig. 1A).

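RNA from back subcutaneous fat and from LD muscle of Dingyuan pigs, a native Chinese breed with a high fat content, was sequenced as 12 libraries with 3 libraries in each of LBF, HBF, LIMF and HIMF. The paper gives the age of the sows as 10 months and the sample labels give 300 days. According to Supplementary Table S1, the clean reads numbered 66893470, 68591870 and 88983016 in LBF and 76161940, 73591732 and 65310700 in HBF. In the muscle they numbered 76114494, 67280018 and 105539866 in LIMF and 72451896, 72485554 and 69334432 in HIMF. The authors filtered the reads with fastp, aligned them to Sscrofa11.1 with HISAT2, and deposited the FPKM that Cufflinks estimated for each Ensembl gene and library. FPKM divides the fragments of a gene by the length of its transcripts and by the mapped fragments of the library, so it no longer shows how many reads lie behind a value. Between 420982 and 514247 FPKM in total were listed per library in LBF, 469603 to 503498 in HBF, 430581 to 450875 in LIMF and 496972 to 517796 in HIMF. The 31910 rows carried 31903 gene identifiers, and the 7 identifiers listed on 2 rows each were summed. Across all genes, the Spearman correlation between libraries ranged from 0.949 to 0.957 within the fat, from 0.936 to 0.953 within the muscle and from 0.885 to 0.904 between the tissues. Groups were compared with limma on log2(FPKM + 0.1), over the genes with a mean FPKM above 0.05 in the libraries compared, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with a low FPKM. The authors tested read counts with DESeq2, and counts were not used here. Genes were called at the paper's own limits, an adjusted p under 0.01 and an absolute log2 fold change of at least 1. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.10. Gene positions are those of the RefSeq annotation of Sscrofa11.1.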

**Figure 1:**
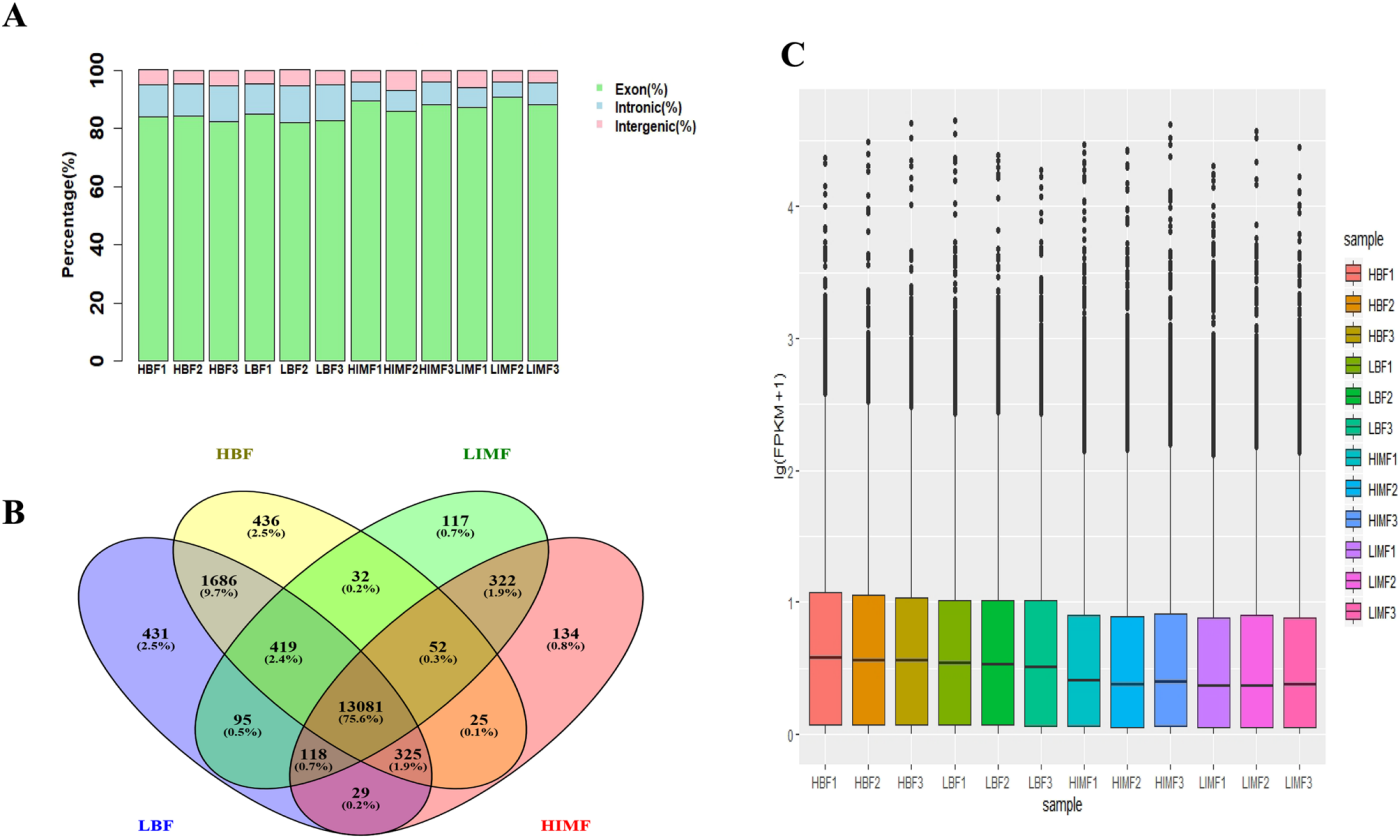
Comparison of sequencing reads and distribution of positively expressed genes. (**A**) The distribution of sequencing reads in the reference genome. The distribution of reads in the exons (green), introns (blue), and intergenic regions (pink) are shown. (**B**) Venn diagrams of expressed genes in the four groups of pigs: LBF, low backfat thickness; HBF, high backfat thickness; HIMF, high intramuscular fat; LIMF, low intramuscular fat. (**C**) Distributions of expression values of 12 samples. The boxplots show log_10_ (FPKM + 1) values of each gene from the 6 sets of RNA-Seq data. The black lines in the boxes represent the medians.

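A gene was counted as expressed in a group when the mean FPKM of the 3 libraries was above 0.05. By this rule 16184 genes were expressed in LBF and 16057 in HBF, against 14235 in LIMF and 14086 in HIMF. No gene biotype was used, so the counts cover all genes listed.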

After quantifying the expression of protein-coding genes using fragments per kilobase million mapped reads (FPKM) analysis, we compared the expression patterns of protein-coding genes in different samples. A total of 17,302 genes (FPKM > 0.05) were obtained in the LD muscle and back subcutaneous fat tissue of Dingyuan pigs, and 13,081 genes were commonly expressed in the four groups (Fig. 1B). 

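Of the genes expressed in at least 1 group, 75.6% were expressed in every group, which were 13081 of 17302 genes. Another 1687 genes were expressed in both fat groups and in neither muscle group, and 322 were expressed in both muscle groups and in neither fat group. Raising the limit to an FPKM above 1 moved the common set most, to 8382 genes. Requiring every library of a group to pass the limit gave 11806 genes, and requiring at least 1 library gave 13766.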

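The median log10(FPKM + 1) of the libraries lay between 0.593 and 0.615 in LBF and between 0.629 and 0.641 in HBF, so each HBF library had a higher median than each LBF library. In the muscle the medians ranged from 0.314 to 0.369 in LIMF and from 0.323 to 0.366 in HIMF, and the groups overlapped. The 10 genes with the highest FPKM held between 23.2% and 36.9% of a library's total FPKM in LBF, between 24.7% and 36.2% in HBF, between 28.2% and 34.3% in LIMF and between 33.1% and 37.5% in HIMF.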

The gene expression distributions of protein-coding genes were similar in all samples from different tissues (Fig. 1C).

### Identification and functional analysis of differentially expressed genes

A total of 191 genes were differentially expressed between the HBF and LBF groups (Supplementary Table S2), of which 63 were upregulated and 128 were downregulated in HBF (Fig. 2A). 

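Of 16239 genes tested in the 6 fat libraries with limma, 0 had an adjusted p under 0.01 together with an absolute log2 fold change of at least 1, and the smallest adjusted p was 0.128. An unadjusted p under 0.05 was reached by 2206 genes, where about 812 would be expected by chance, and 1520 of them were higher in HBF while 686 were lower. The FPKM of the 2 groups did not overlap for 3310 genes, 20.4% of those tested against the 10% that chance gives. Scaling between libraries moved the split most. With the FPKM as deposited 68.9% of the genes at an unadjusted p under 0.05 were higher in HBF, with median-of-ratios scaling 48.0%, and with quantile normalization 47.3%. The median log2 fold change of all genes was 0.09 without scaling. Leaving out 1 library at a time gave from 0 to 2 genes past the limits. On simulated data with the spread of all 12 libraries, the same test called 103 of 200 genes shifted by 2 on the log2 scale. Only genes with a mean FPKM above 1 were shifted. The count therefore does not give the share of the paper's listed genes that the test could call.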

The 191 DEGs were enriched in 83 significantly enriched Gene ontology (GO) terms, which mainly involved ion binding, metal ion binding, cation binding, cell differentiation, small molecule metabolic processes, and other related biological processes (Fig. 2B, Supplementary Table S3A). 

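Of the 191 genes in Supplementary Table S2, 187 passed the expression filter. All 187 had the direction of the paper, 179 had an unadjusted p under 0.05 in limma, and 179 had FPKM that did not overlap between HBF and LBF. None reached the limits when the p-values were adjusted over all genes tested, with adjusted p from 0.128 to 0.559 in limma. Adjusted over the list alone, 179 genes had an adjusted p under 0.05 in limma, but the list was chosen from these same libraries and this count shows no stability. The median log2 fold change was 1.54 for the genes listed as upregulated and -1.30 for those listed as downregulated. The mean FPKM was below 1 for 63 of the listed genes.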

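Supplementary Table S3B names the member genes of each pathway. Of the named members of the metabolic pathways term with a value here, 2 were higher and 19 lower in HBF, and their log2 fold changes ranged from -2.21 to 1.39. The members for fatty acid degradation were ACADSB (chromosome 14, 132563002 to 132607574), GCDH (chromosome 2, 66131154 to 66138963) and ACAT1 (chromosome 9, 36525266 to 36545634). Their log2 fold changes were -1.08, -1.05 and -0.90. The Notch ligand genes changed in opposite directions, with -1.03 for DLL3 and 1.59 for DLL4. Each of these 5 genes had HBF libraries that did not overlap with the LBF libraries (exact permutation test, two-sided p = 0.10 each, the smallest possible).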

Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that the 21 significantly enriched pathways were primarily involved in metabolism, fatty acid degradation, fatty acid metabolism, notch signaling pathway, and hypertrophic cardiomyopathy, among others (Fig. 2C). Moreover, fatty acid biosynthesis and the AMP-activated protein kinase (AMPK), PPAR, MAPK, PI3K-Akt, adipocytokine, and FoxO signaling pathways—all related to lipogenesis—were also enriched (Supplementary Table S3B).

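FASN, on chromosome 12 from 922405 to 937560, was the single member listed for fatty acid biosynthesis. PRKAG3 alone was listed for the adipocytokine and FoxO pathways, and FASN with PRKAG3 for AMPK. The PPAR pathway held PPARD and ME1, which changed in opposite directions. The log2 fold change was 1.33 for PPARD (standard error 0.28) and -1.04 for ME1 (standard error 0.25). MAPK and PI3K-Akt held the same pair, VEGFD at -1.15 and ANGPT2 at 1.36. The enrichment p-values that the paper's table gives are 0.0936 for PPAR, 0.198 for AMPK, 0.385 for the adipocytokine pathway and 0.595 for FoxO. They are the paper's values and were not recomputed.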

**Figure 2:**
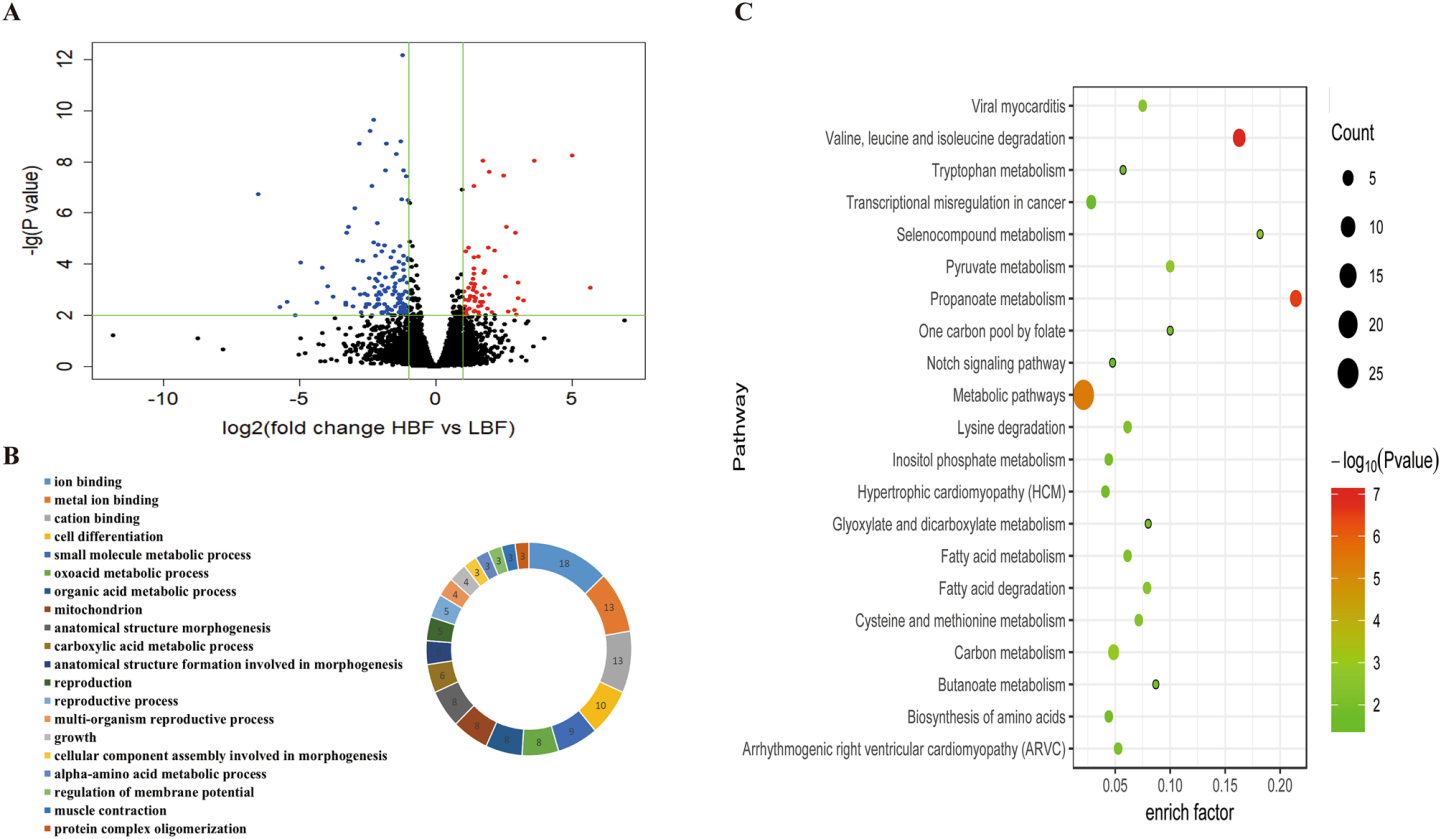
Identification and functional analysis of DEGs in the HBF and LBF groups. (**A**) Volcano plot of DEGs from samples of subcutaneous fat. The abscissa indicates log_2_FC, the ordinate indicates -lg(FDR) values, red dots indicate differential expression of upregulated genes, blue dots indicate differential expression of downregulated genes, and black dots indicate no differential expression. (**B**) GO enrichment analysis of DEGs between the HBF and LBF groups. (**C**) KEGG enrichment analysis of DEGs. The rich factor is the ratio of DEGs numbers annotated in this pathway term to the total gene numbers annotated in the same pathway term. Smaller *P*-values indicate higher significance.

There are 85 DEGs were identified between the HIMF and LIMF groups, including 31 upregulated and 54 downregulated genes in HIMF (Fig. 3A, Supplementary Table S4). 

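In the 6 LD muscle libraries 14292 genes were tested, and limma called 0 of them at the same limits, with a smallest adjusted p of 0.362. At an unadjusted p under 0.05 there were 1004 genes against about 715 expected by chance, 644 higher and 360 lower in HIMF. The libraries of the groups did not overlap for 1811 genes, or 12.7%. Fitting all 12 libraries together moved the count to 1 gene, SDR16C5, with a log2 fold change of 2.71 and an adjusted p of 0.0054 in limma. When 1 library was left out in turn, 0 to 5 genes passed. As deposited, 64.1% of the genes at an unadjusted p under 0.05 were higher in HIMF, and with median-of-ratios scaling 55.1%.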

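Supplementary Table S4 lists 85 genes, and 84 of them passed the filter on expression. The log2 fold changes of all 84 had the direction given in the table, with a median of 1.81 for the upregulated genes and -1.78 for the downregulated genes. An unadjusted p under 0.05 was found for 82 in limma, and 78 did not overlap between HIMF and LIMF. Over all genes tested their adjusted p in limma ranged from 0.362 to 0.808, so 0 passed the limits. These genes were selected by the paper from the same libraries. For 24 of them the mean FPKM was below 1.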

The GO analysis identified 120 significantly enriched terms (Supplementary Table S5a), of which the top 20 most enriched genes were mainly associated with catalytic activity, cell population proliferation, growth factor receptor binding, cytoskeleton organization, and cellular lipid metabolic process, among other functions (Fig. 3B). The results of KEGG pathway analysis showed that the DEGs were involved 81 pathways and 18 were significantly enriched (Fig. 3C, Supplementary Table S5b). 

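The smallest enrichment p after correction in Supplementary Table S5b is 0.0546, which is the paper's value for circadian rhythm. The members listed for that term included PRKAG2 and PRKAG3. PRKAG2, on chromosome 18 from 5475077 to 5744761, was at 3.49, 2.45 and 4.23 FPKM in HIMF, each below the lowest LIMF library (exact permutation test, two-sided p = 0.10, the smallest possible). The pair PRKAG2 and PRKAG3 also made up the listed members of the terms hypertrophic cardiomyopathy and the longevity, insulin and AMPK pathways.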

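GABARAPL1, on chromosome 5 from 61758127 to 61767427, fell by 1.55 on the log2 scale in HIMF (standard error 0.32). Its FPKM was 26.8 ± 11.4 (SD, n = 3) in LIMF and 8.60 ± 1.17 (SD, n = 3) in HIMF. FBXO32, on chromosome 4 from 15895875 to 15925929, fell by 1.63 (standard error 0.37), with 157, 287 and 120 FPKM in LIMF and 63.2, 39.8 and 71.4 in HIMF. Neither gene overlapped between the groups. Both were listed as members of the FoxO pathway beside PRKAG2 and PRKAG3.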

Among these, many were related to fat formation and metabolism, such as the FoxO, adipocytokine, PPAR, and AMPK signaling pathways.

**Figure 3:**
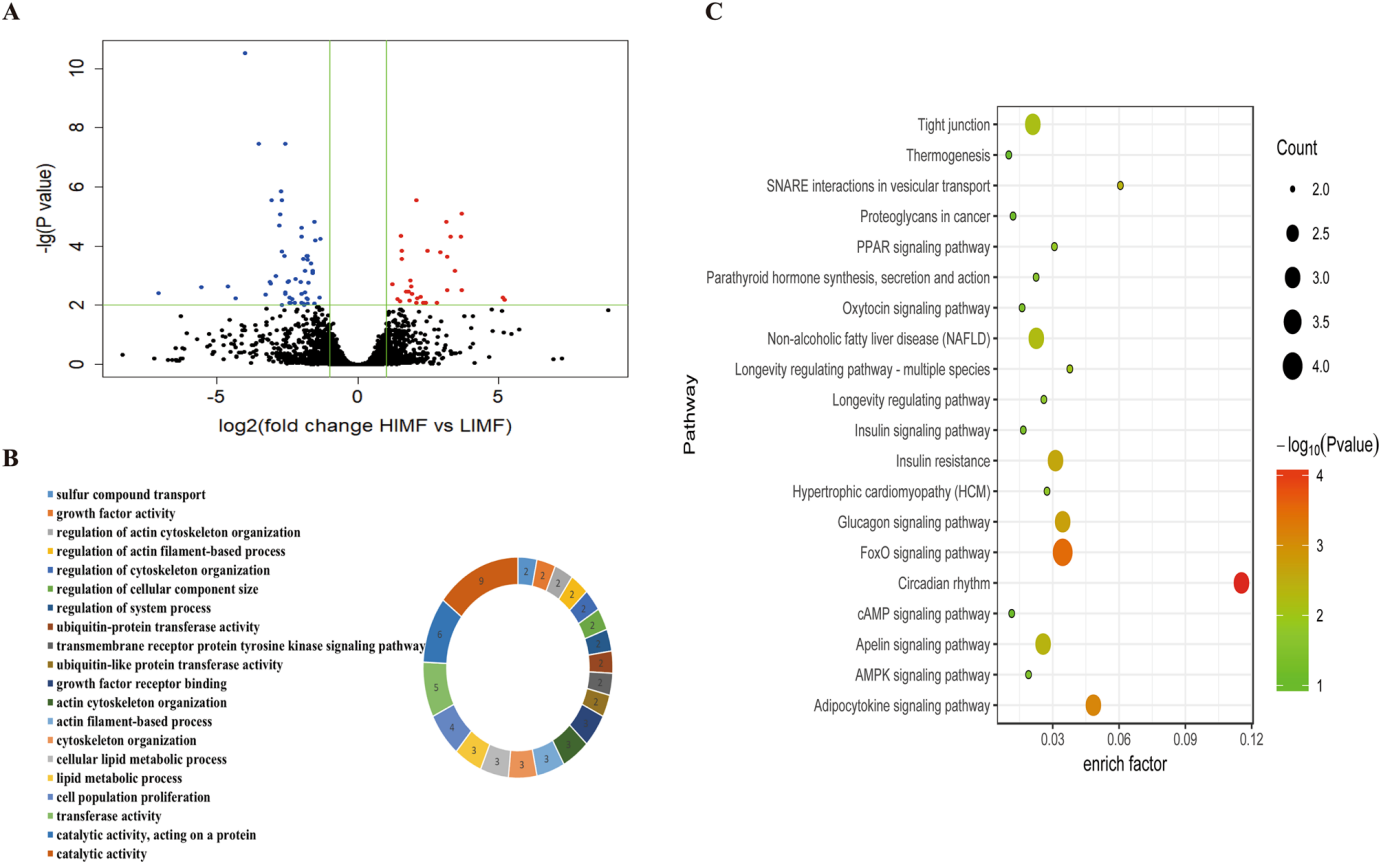
Identification and functional analysis of DEGs in the IMF group. (**A**) Volcano plot of DEGs from LD muscle samples. The abscissa indicates log_2_ fold change, the ordinate indicates -lg (FDR) values, red dots indicate differential expression of upregulated genes, blue dots indicate differential expression of downregulated genes, and black dots indicate no differential expression. (**B**) GO enrichment analysis of DEGs between the HIMF and LIMF groups. (**C**) KEGG enrichment analysis of DEGs. The enrich factor is the ratio of DEGs annotated in a pathway term to the total genes annotated in the same pathway term. Smaller *P*-values indicate higher significance.

### Comparison of DEGs from subcutaneous fat and the LD muscle

To identify the genes that specifically regulate subcutaneous and intramuscular fat deposition, we compared the DEGs from the two tissues and found 3 overlapping DEGs—keratin 80 (*KRT80*), protein kinase AMP-activated non-catalytic subunit gamma 3 (*PRKAG3*), and solute carrier family 7 member 5 (*SLC7A5*).

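KRT80, on chromosome 5 from 17482454 to 17506462, was at 0.068, 0.052 and 0.067 FPKM in LBF and at 0.279, 0.613 and 0.403 in HBF. In the muscle it was at 1.49, 4.80 and 1.37 in LIMF and at 0.143, 0.212 and 0.127 in HIMF. The log2 fold change was 1.67 in the fat (standard error 0.32) and -3.13 in the muscle (standard error 0.48), with adjusted p of 0.222 and 0.362 in limma. PRKAG3, on chromosome 15 from 120859486 to 120866308, moved the other way, with -1.14 in the fat (standard error 0.51) and 1.76 in the muscle (standard error 0.33). Its FPKM in the fat was 0.585, 0.078 and 0.215 in LBF and 0.029, 0.053 and 0.082 in HBF, so the groups overlapped in this tissue (exact permutation test, two-sided p = 0.20). From the level of muscle genes in each library, muscle RNA alone would give PRKAG3 at 0.0428, 0.0356 and 0.170 FPKM in LBF. SLC7A5, on chromosome 6 from 1545940 to 1574298, was higher in HBF by 1.27 (standard error 0.33) and in HIMF by 1.58 (standard error 0.20). The difference between the tissues was tested by relabelling the libraries within each tissue in all 400 ways (exact permutation test, two-sided). In this permutation test it was 4.79 for KRT80 (exact p = 0.005, adjusted over the 3 genes 0.015), -2.90 for PRKAG3 (p = 0.01, adjusted 0.015) and -0.31 for SLC7A5 (p = 0.745). The paper picked these 3 genes from the same libraries, so these p-values are no independent test of the difference between the tissues. The fat groups were split by backfat and the muscle groups by intramuscular fat, so a difference between the tissues may be one between traits. With limma over 15965 genes and all libraries, the smallest adjusted p for this difference was 0.0748, for KRT80, and that of PRKAG3 was 0.233. An unadjusted p under 0.05 was found for 1628 genes, and 0 genes had an adjusted p under 0.05. Among the alternatives, leaving out LIMF replicate 3 moved this count most, to 118 genes.

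**Figure D1:**
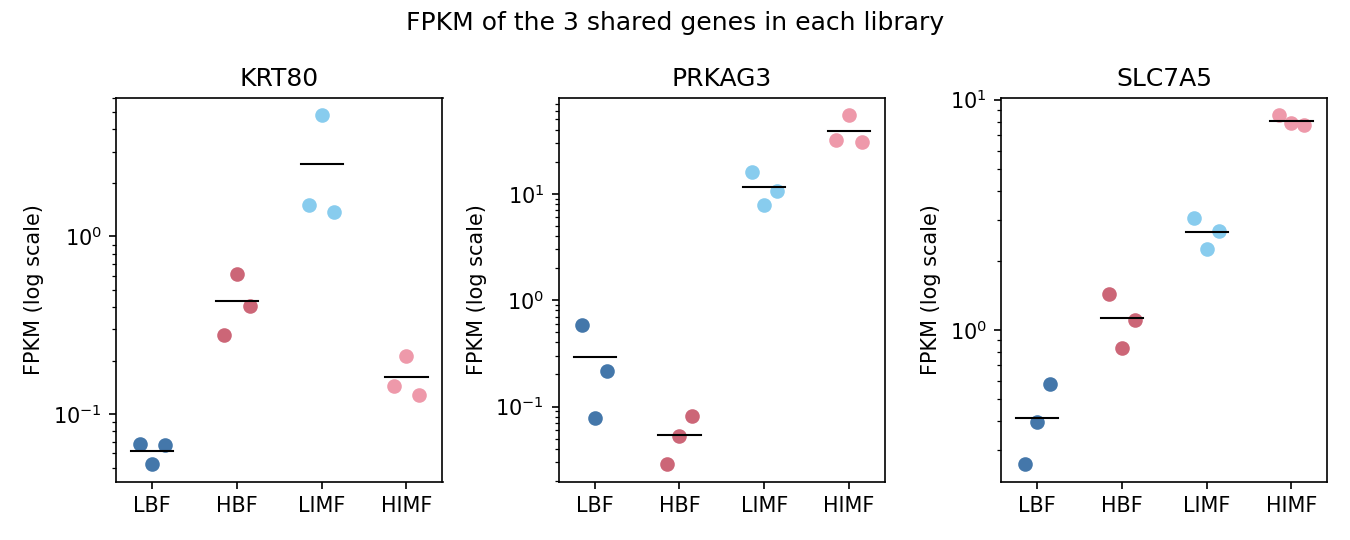
FPKM of KRT80, PRKAG3 and SLC7A5 on log axes in LBF, HBF, LIMF and HIMF. Each point is 1 library and the line is the mean of 3 libraries. KRT80 lies between 0.279 and 0.613 in HBF and between 0.127 and 0.212 in HIMF.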

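For the 21 genes from FASN to PRG4 that Table 2 of the paper gives for subcutaneous fat, the unadjusted p from limma was under 0.05 in each. Their adjusted p in limma ran from 0.128 to 0.297. The HBF and LBF libraries did not overlap for 19 of the genes, the exceptions being CA3 and ACP5. In the muscle, 13 of the 21 changed in the same direction as in the fat, 1 had an unadjusted p under 0.05 and 2 did not overlap. The test of the difference between the tissues gave 0 genes with an adjusted p under 0.05 in limma and 13 with an unadjusted p under 0.05.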

According to the enriched signaling pathways and expressions of DEGs, we found 21 DEGs in subcutaneous fat that may specifically regulate subcutaneous fat. Including genes related to fatty acid biosynthesis and degradation (*FASN*, *ACADSB*, and *GCDH*), amino acid metabolism (*ADHFE1*, *TKT*, and *ACAT1*), propanoate metabolism (*ECHDC1* and *ACSS3*), and carbon metabolism (*ALDH1L1* and *ALDH6A1*), as well as 11 genes (*AACS*, *SERPINE1*, *PPARD*, *UBD*, *UCP2*, *FBP1*, *CA3*, *KLF2*, *PFKFB1*, *ACP5*, *PRG4*) associated with adipocytes differentiation, butanoate metabolism, the PPAR signaling pathway, regulation of gluconeogenesis, and glucose metabolism (Table 2).

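FASN was at 632 ± 326 FPKM (SD, n = 3) in LBF and at 83.5 ± 44.6 (SD, n = 3) in HBF. Its log2 fold change of -2.91 (standard error 0.48, adjusted p = 0.189 from limma) ranged from -3.32 to -2.52 when single libraries were left out. PFKFB1 had the most negative log2 fold change, -3.14, and PRG4 the highest, 3.71. AACS fell by 2.21 from 36.0 ± 4.98 to 7.87 ± 2.27 FPKM (SD, n = 3 each), and its adjusted p of 0.128 in limma was shared with GCDH. ADHFE1, ECHDC1, ACSS3 and TKT fell by 1.77, 1.34, 1.17 and 0.94. CA3 was at 521, 211 and 1013 FPKM in LBF and at 119, 50.3 and 221 in HBF, so LBF replicate 2 lay below HBF replicate 3. FBP1 fell by 1.46, and by 0.95 when LBF replicate 3 was left out. From the enriched pathways and the expression of its DEGs, the paper proposes that these 21 genes may act specifically in subcutaneous fat.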

**Table 2:** Potential key candidate genes identified from the transcriptome.

Gene name	log_2_FC of HBF/LBF	FDR of HBF/LBF	log_2_FC in HIMF/LIMF	FDR in HIMF/LIMF	Gene function
*FASN*	− 2.96	1.00E−06	0.48	0.676	Metabolic pathways, fatty acid metabolism, AMPK signaling pathway, insulin signaling pathway, fatty acid biosynthesis
*CA3*	− 2.26	4.72E−03	− 0.85	0.579	Metabolic pathways, nitrogen metabolism, cellular anatomical entity, cellular process, metabolic process, binding, intracellular
*TKT*	− 1.06	5.20E−04	0.21	0.978	Metabolic pathways, carbon metabolism, amino acid biosynthesis, pentose phosphate pathway, alpha-amino acid metabolic process, sulfur compound metabolic process,
*KLF2*	1.41	5.50E−05	0.16	0.991	White fat cell differentiation
*ACAT1*	− 1.02	7.10E−05	− 0.43	0.953	Reproductive structure development, sulfur amino acid biosynthetic process, metabolic pathways, valine, leucine, and isoleucine degradation, propanoate metabolism, carbon metabolism, pyruvate metabolism
*ALDH1L1*	− 2.36	8.61E−08	− 0.91	0.913	One carbon pool by folate, One Carbon Metabolism, Folate Metabolism
*ECHDC1*	− 1.43	5.01E−09	− 0.02	0.996	Metabolic pathways, propanoate metabolism, metabolic process, catalytic activity
*ADHFE1*	− 1.85	2.19E−08	− 0.51	0.928	Reproduction, alpha-amino acid metabolic process, sulfur compound metabolic process, reproductive structure development, regulation of muscle system process, citric acid cycle, respiratory electron transport, pyruvate metabolism
*ACADSB*	− 1.19	4.80E−05	− 0.29	0.960	Metabolic pathways, valine, leucine, and isoleucine degradation, fatty acid degradation, fatty acid metabolism
*ALDH6A1*	− 1.18	4.35E−03	− 0.79	0.542	Metabolic pathways, valine, leucine, and isoleucine degradation, propanoate metabolism, carbon metabolism, inositol phosphate metabolism, beta-alanine metabolism
*AACS*	− 2.28	2.28E−10	− 0.68	0.733	Metabolic pathways, valine, leucine, and isoleucine degradation, butanoate metabolism
*SERPINE1*	1.64	3.08E−03	− 0.99	0.772	Adipogenesis, blood clotting cascade, complement and coagulation cascades
*PPARD*	1.31	5.48E−04	− 1.19	0.238	Pathways in cancer, PPAR signaling pathway, acute myeloid leukemia, Wnt signaling pathway, ion binding, metal ion binding, small molecule metabolic process
*UBD*	1.02	1.18E−03	0.07	0.995	Proteasome binding, protein ubiquitination, positive regulation of apoptotic process
*UCP2*	1.45	2.75E−03	0.28	0.974	Anatomical structure morphogenesis, reproductive structure development, cardiac muscle tissue development, cell junction organization, muscle cell development
*FBP1*	− 1.78	4.80E−03	− 3.34	–	Negative regulation of glycolytic process, regulation of gluconeogenesis, fructose 6-phosphate metabolic process, negative regulation of cell growth
*ACSS3*	− 1.20	9.09E−03	− 0.74	0.628	Metabolic pathways, propanoate metabolism
*PFKFB1*	− 3.27	6.02E−06	0.90	0.269	Regulation of glycolysis by fructose 2,6-bisphosphate metabolism, metabolism, glycolysis, glucose metabolism, focal adhesion-PI3K-Akt-mTOR-signaling pathway, carbohydrate metabolism
*GCDH*	− 1.17	2.19E−08	− 0.20	0.989	Metabolic pathways, fatty acid degradation, lysine degradation, tryptophan metabolism
*ACP5*	2.07	7.52E−03	0.92	0.953	Metabolism, metabolism of water-soluble vitamins and cofactors, NAD phosphorylation and dephosphorylation
*PRG4*	3.62	5.26E−01	− 1.39	1.948	Phospholipase-C Pathway, ERK signaling, integrin pathway, MAPK signaling
*LPL*	1.00	2.14E−03	1.16	0.102	Fatty acid β-oxidation, adipogenesis, PPAR signaling pathway, lipoprotein metabolism, triacylglyceride synthesis
*PRKAG3*	− 2.73	7.80E−03	1.88	0.001	Longevity regulating pathway, AMPK signaling pathway, apelin signaling pathway, insulin signaling pathway, oxytocin signaling pathway, non-alcoholic fatty liver disease, tight junction
*RETREG1*	− 0.74	4.03E−01	− 2.72	–	nucleolus, endoplasmic reticulum, Golgi apparatus
*PRKAG2*	− 0.50	6.82E−02	− 2.57	0.004	Vitamin digestion and absorption, thermogenesis, lipid metabolism
*SMPDL3A*	0.21	8.69E−01	− 3.53	–	Vitamin digestion and absorption, sphingomyelin phosphodiesterase activity, sphingomyelin metabolic process, cellular lipid metabolic process, membrane lipid catabolic process, sphingolipid catabolic process, phospholipid catabolic process
*IRS2*	− 0.04	9.72E−01	− 1.79	3.0E−04	Adipogenesis genes, focal adhesion-PI3K-Akt-mTOR-signaling pathway, erythropoietin activates phosphoinositide-3-kinase, IL-13 signaling pathway, signaling by type 1 insulin-like growth factor 1 receptor
*BDH1*	− 0.06	9.75E−01	− 1.93	0.009	Vitamin digestion and absorption, butanoate metabolism, metabolic pathways, ketone body catabolism, lipid metabolism
*PPARA*	− 0.58	5.02E−01	− 1.59	0.001	Vitamin digestion and absorption, cAMP signaling pathway, Hepatitis C
*GK*	0.07	9.67E−01	− 1.99	0.004	Vitamin digestion and absorption, glycerolipid metabolism, metabolic pathways
*LEP*	0.72	3.29E−01	3.17	2.3E−04	AMP-activated protein kinase Signaling, adipocytokine signaling pathway, peptide hormone metabolism, cytokine-cytokine receptor interaction

*LBF* low backfat thickness, *HBF* high backfat thickness, *HIMF* high intramuscular fat, *LIMF* low intramuscular fat, *log*_*2*_*FC* log_2_ fold change, *FDR* false discovery rate.

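For IRS2, PPARA, LEP, RETREG1, GK, BDH1, SMPDL3A and PRKAG2, no HIMF library overlapped with a LIMF library, and each gene had an unadjusted p under 0.05. Their adjusted p in limma lay between 0.362 and 0.650, so 0 of the 8 passed the limits. In the fat libraries 5 of the 8 changed in the same direction, 2 did not overlap between HBF and LBF, and 1 had an unadjusted p under 0.05. The difference between the tissues had an adjusted p between 0.254 and 0.598 in limma, and an unadjusted p under 0.05 for 5 of the genes.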

In the LD muscle, following GO and KEGG analysis, we selected 8 genes mainly involved in fat metabolism-related pathways as candidate genes for the specific regulation of intramuscular fat deposition. These included the fat synthesis gene *IRS2* (insulin receptor substrate 2), the transcription factor *PPARA* (peroxisome proliferator activated receptor alpha), the adipocyte secretory product *LEP* (leptin), genes related to fatty acid β-oxidation, the lipid metabolism-related gene *RETREG1* (reticulophagy regulator 1), *GK* (glycerol kinase), *BDH1* (3-hydroxybutyrate dehydrogenase 1), *SMPDL3A* (sphingomyelin phosphodiesterase acid like 3A), and *PRKAG2* (protein kinase AMP-activated non-catalytic subunit gamma 2). 

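IRS2, on chromosome 11 from 76626158 to 76654639, fell from 8.42 ± 2.06 FPKM (SD, n = 3) in LIMF to 2.57 ± 0.922 (SD, n = 3) in HIMF. Its log2 fold change was -1.70 (standard error 0.30). SMPDL3A had the most negative value of the 8 genes, -3.02 (standard error 0.59), with 13.6, 29.5 and 4.72 FPKM in LIMF and 1.74, 1.12 and 1.54 in HIMF. BDH1 fell by 1.80 and PRKAG2 fell by 1.96. PRKAG2 was carried in part by LIMF replicate 1, at 45.6 FPKM against 10.5 and 4.72 in the other LIMF libraries, and without that library it fell by 1.07. From the pathways these genes belong to, the paper proposes them as candidates for intramuscular fat deposition.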

The expression levels of these candidate genes in the two tissues are shown in Fig. 4.

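In the fat the 8 muscle candidates had log2 fold changes from -0.64 to 0.96 between HBF and LBF. The 21 fat candidates had log2 fold changes from -1.49 to 0.93 in the muscle. LEP was at 110 ± 4.18 FPKM (SD, n = 3) in HBF and at 62.0 ± 33.1 (SD, n = 3) in LBF. FASN was at 1.75 ± 0.099 FPKM (SD, n = 3) in HIMF and at 1.18 ± 0.183 (SD, n = 3) in LIMF, far below its level in the fat.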

**Figure 4:**
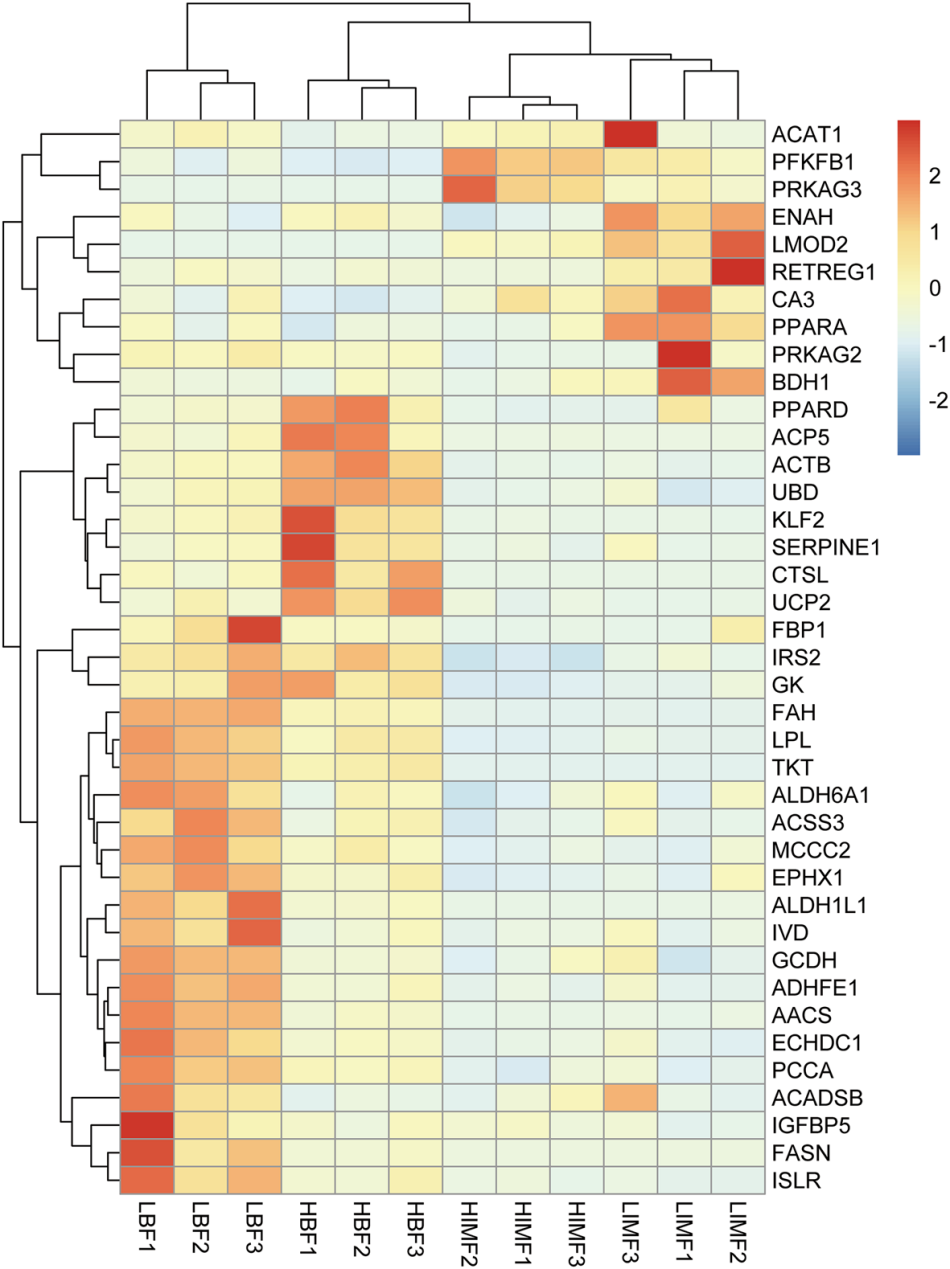
The expression levels of the candidate genes differentially expressed in the four groups of samples. Red colors represent high gene expression, blue colors represent low gene expression, and the color intensity changes with the FPKM value.

### Protein identification and quantification

A total of 29,519 peptides were obtained from the MS analysis of the subcutaneous fat tissues, and 4,099 proteins were identified. In contrast, 14,619 peptides and 2,178 proteins were obtained from the LD muscle. Among the identified proteins, 78.3% of those in the subcutaneous fat tissue (Supplementary Fig. S1A) and 82.3% of those in the LD muscle (Supplementary Fig. S1B) were represented by 1–10 peptides, and the molecular weight of the proteins mainly ranged from 10 to 80 kDa (Supplementary Fig. S1C,D). The coefficient of variation of > 90% of the four groups of replicates was less than 30%, indicating that our experimental samples had good biological reproducibility (Supplementary Fig. S2).

### Screening and functional classification of DAPs

In total, 62 DAPs were identified between the HBF and LBF groups, of which 22 were upregulated and 40 were downregulated (Supplementary Fig. S3, Supplementary Table S6a). The 62 DAPs were enriched in 69 GO terms. Approximately half of the 20 most significantly enriched GO terms were related to lipid and fatty acid metabolism, including the fatty acid catabolic process, fatty acid oxidation, fatty acid metabolic process, lipid oxidation, lipid metabolic process, cellular lipid metabolic process, and lipid catabolic process, among others (Fig. 5A, Supplementary Table S6b). The enriched pathways indicated by KEGG analysis mainly included fatty acid degradation, fatty acid metabolism, and the PPAR signaling pathway and metabolic pathways (Fig. 5B, Supplementary Table S6c). The 7 DAPs (ACAA2, ACAT1, ACOX1, CPT1A, ACSL4, SDHD, and IDH3A) were mainly associated with these pathways. In addition, 4 proteins—MMUT, PCCB, HMGCL, and ALDH6A1—were involved in the synthesis and degradation of ketone bodies and propanoate metabolism, and are also considered important candidate proteins (Table 3).

**Figure 5:**
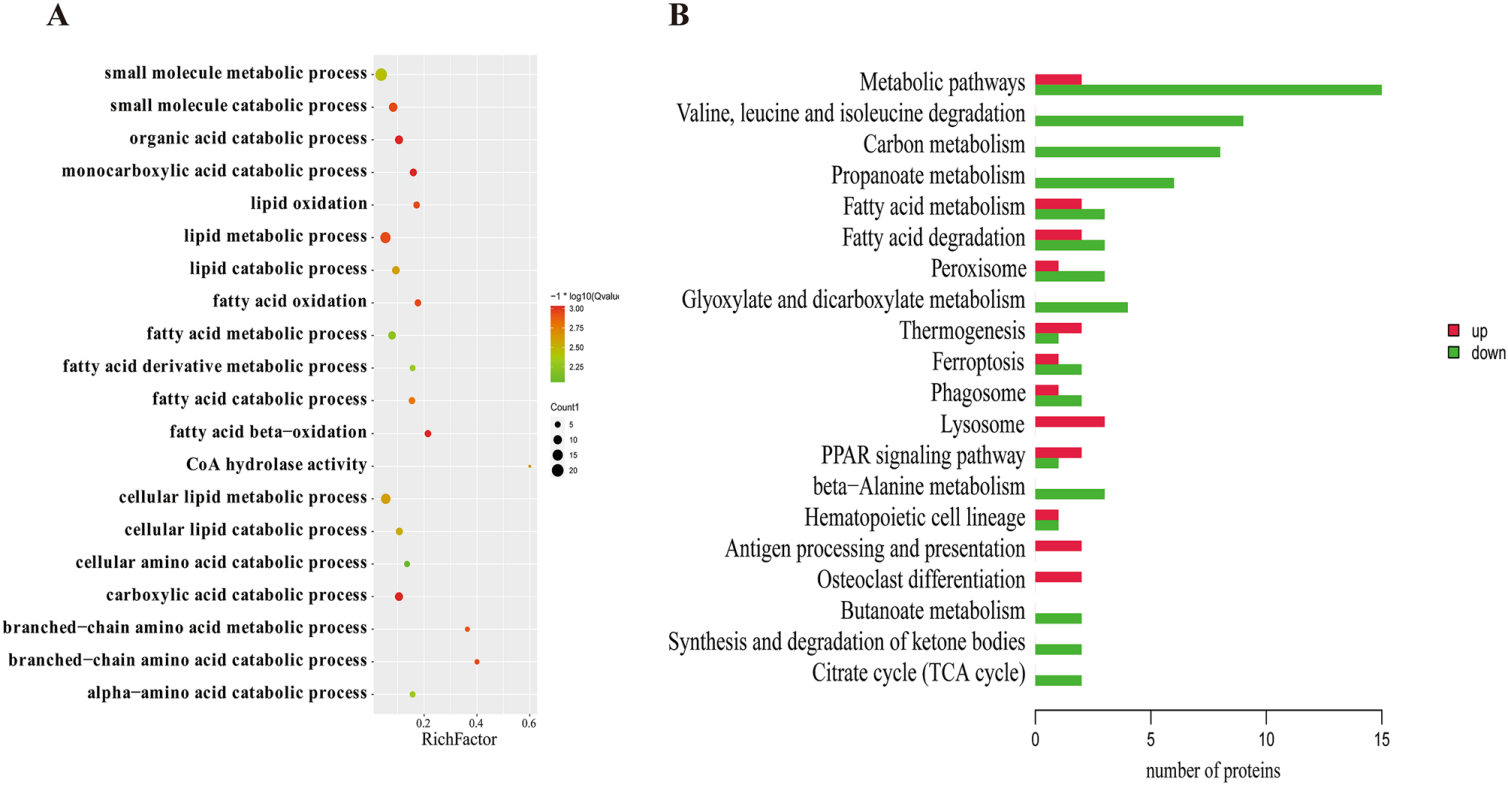
The GO and KEGG enrichment analysis of DAPs in subcutaneous fat. (**A**) GO enrichment analysis of DAPs between the HBF and LBF groups. The rich factor is the ratio of DAPs annotated in a pathway term to the total proteins annotated in the same pathway term. Smaller *P*-values indicate higher significance. (**B**) KEGG enrichment analysis of DAPs. Red colors represent upregulated protein expression and green colors represent downregulated protein expression.

**Table 3:** Potential key candidate proteins identified from the proteome.

Protein name	FC of HBF/LBF	*P*-value	FC of HIMF/LIMF	*P*-value	Functional analysis
ACAA2	0.82	0.023	0.84	0.36	Propanoate metabolism, fatty acid degradation, fatty acid metabolism
ACAT1	0.71	0.043	0.96	0.87	Propanoate metabolism, fatty acid degradation, fatty acid metabolism, synthesis and degradation of ketone bodies
ALDH6A1	0.81	0.009	0.81	0.09	Valine, leucine, and isoleucine degradation, propanoate metabolism, carbon metabolism, beta-alanine metabolism, metabolic pathways
ACOX1	0.81	0.025	–	–	Propanoate metabolism, fatty acid degradation, fatty acid metabolism, PPAR signaling pathway
PCCB	0.79	0.047	0.92	0.41	Propanoate metabolism
MMUT	0.74	0.016	0.93	0.35	Propanoate metabolism
IDH3A	0.83	0.003	0.97	0.80	Carbon metabolism, metabolic pathways, citric acid cycle
HMGCL	0.79	0.048	–	–	Valine, leucine, and isoleucine degradation, synthesis and degradation of ketone bodies, peroxisome, metabolic pathways, butanoate metabolism
CPT1A	1.38	0.035	–	–	Fatty acid degradation, fatty acid metabolism, PPAR signaling pathway, adipocytokine signaling pathway, thermogenesis
SDHD	0.77	0.007	0.00	0.00	Carbon metabolism, metabolic pathways, citric acid cycle, thermogenesis, Alzheimer’s disease
ACSL4	1.20	0.006	–	–	Fatty acid degradation, fatty acid metabolism, peroxisome, metabolic pathways, PPAR signaling pathway, adipocytokine signaling pathway
TRIM55	–	–	0.81	0.022	prostaglandin metabolism
PTGR2	0.96	0.55	0.79	0.047	Metabolism of lipids, Fatty acid metabolism, Arachidonic acid metabolism,Eicosanoid metabolism via lipooxygenases
UBD	–	–	2.39	0.008	Proteasome binding, protein ubiquitination, positive regulation of apoptotic process

*LBF* low backfat thickness, *HBF* high backfat thickness, *HIMF* high intramuscular fat, *LIMF* low intramuscular fat, *log*_*2*_*FC* log_2_ fold change, *FDR* false discovery rate.

Twelve DAPs were found in the HIMF vs. LIMF groups, of which 4 were upregulated and 8 were downregulated (Supplementary Table S7a). The biological processes associated with the DAPs included developmental processes, multicellular organismal processes, protein modification processes, cellular processes, biological regulation, metabolic processes, and other biological processes (Supplementary Table S7b). In total, 14 signal pathways enriched by KEGG analysis (Supplementary Table S7c), including the PI3K-Akt signaling pathway, regulation of the actin cytoskeleton, and metabolic pathways, among others. TRIM55 (tripartite motif containing 55; involved in cellular protein metabolism), PTGR2 (prostaglandin reductase 2; involved in prostaglandin metabolism), and UBD (ubiquitin D; involved in cellular protein metabolism) were considered as candidate genes regulating IMF deposition.

### Integrated analysis of transcriptomic and proteomic data

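Of the 62 proteins in Supplementary Table S6a, 59 had a gene that passed the expression filter in the fat. The mRNA and the protein changed in the same direction for 50 of the 59 genes. Across genes, Pearson's r between the log2 fold change of the mRNA and the paper's log2 ratio of the protein was 0.71, and Spearman's rho was 0.58. The two-sided permutation p was 1e-05 for both, the smallest that 100000 resamples can give, and 2e-05 after adjustment over the 2 tissues tested. Genes are not independent replicates. Without the 2 genes farthest from the median, r was 0.61.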

On integrating the 191 DEGs and 62 DAPs from comparisons of the HBF and LBF groups, we found 8 overlapping genes (*ACAT1*, *ALDH6A1*, *ISLR*, *HSDL2*, *MCCC2*, *IVD*, *EPHX1*, and *PRG4*). Moreover, all 8 genes showed the same expression trends in terms of mRNA and protein. 

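ACAT1 was at 114 ± 17.2 FPKM (SD, n = 3) in LBF and at 60.8 ± 7.41 (SD, n = 3) in HBF, and the paper's log2 ratio of its protein is -0.50. For HSDL2 the log2 fold change of the mRNA was -0.93 and the paper's value for the protein -0.53. EPHX1 had -1.20 for the mRNA and -0.32 for the protein, and ISLR had -1.81 and -0.51. For the mRNA of all 8 genes the HBF and LBF libraries did not overlap.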

The *PRG4* gene was highly expressed in the HBF group, whereas the remaining 7 genes were low in HBF. 

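PRG4 (chromosome 9, 127463875 to 127481770) was at 2.94, 0.921 and 1.03 FPKM in LBF and at 38.2, 10.3 and 19.6 in HBF. The standard error of its log2 fold change was 0.57, and the paper's log2 ratio of the protein is 1.37. The mRNA of the other 7 genes was lower in each HBF library than in each LBF library. In the muscle 0 of the 8 genes had an unadjusted p under 0.05.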

Based on the DEGs and DAPs, a protein–protein interaction (PPI) network was established for the *Sus scrofa* database using the STRING v.10.0 online software (Supplementary Fig. S4). We found that IVD, ALDH6A1, ACSS3, ECDH1, ACADSB, ACAA2, ACSS1, HSDL2, HMGCL, PCCB, MCCC2, PCCA, AACS, ACOX1, and ACAT1 played pivotal roles in the network.

For the LD muscle tissue, among the 85 DEGs and 12 DAPs, only one overlapping gene—*LMOD2* (leiomodin 2)—was found. This gene is mainly involved in the processes of myofibril assembly and muscle structure development. 

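LMOD2, on chromosome 18 from 23803927 to 23815772, was at 407, 908 and 581 FPKM in LIMF and at 176, 207 and 260 in HIMF. The log2 fold change was -1.50 (standard error 0.34, adjusted p = 0.533 from limma). All 12 genes of the proteins in Supplementary Table S7a passed the filter, and 9 changed in the same direction as the protein. Pearson's r across these 12 genes, which are not independent replicates, was 0.57 (permutation test, two-sided p = 0.0465, also after adjustment over the 2 tissues) and Spearman's rho was 0.50 (p = 0.10). Without the 2 genes farthest from the median r was 0.48.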

The PPI network diagram shows that the DEGs and DAPs in the LD muscle group were mainly centered on the INS (Supplementary Fig. S5) and interacted with actin-related proteins and regulators such as ACTR10, ACTR1A, PFN2, and ENAH, whereas those in the other group interacted with insulin- and insulin receptor-related genes and substrate genes such as *INSR*, *IRS1*, and fat regulatory genes *LEP* and *PPARA*.

### Verification of DEGs and DAPs

We selected ten DEGs (*ALDH1L1*, *FASN*, *LPL*, *IGFBP5*, *ACAT1*, *INSR*, *RETREG1*, *FZD10*, *PPARA*, *PRKAG3*) to test the validity of the RNA-Seq and TMT-based proteomic results. 

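The 5 genes selected in the fat, ALDH1L1, FASN, LPL, IGFBP5 and ACAT1, were lower in every HBF library than in every LBF library in the RNA-Seq data. LPL was at 981 ± 141 FPKM (SD, n = 3) in LBF and at 515 ± 128 (SD, n = 3) in HBF. IGFBP5 fell by 1.71 and varied between libraries, at 129, 57.3 and 35.5 FPKM in LBF and at 23.9, 10.8 and 28.9 in HBF.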

For this, we performed RT-qPCR using RNA samples from fat and muscle tissues of Dingyuan pigs. The expression levels of these genes in each group are shown in Supplementary Fig. S6. The 10 genes selected were differentially expressed among the groups, and the mRNA and protein expression trends of these 10 genes were concordant with those obtained by RT-qPCR. 

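In the muscle, INSR fell by 1.81 on the log2 scale in HIMF (standard error 0.31, adjusted p = 0.362 from limma). FZD10 fell by 1.61 (standard error 0.63), and its FPKM was 0.314, 0.295 and 2.00 in LIMF and 0.114, 0.106 and 0.175 in HIMF. Without LIMF replicate 3 it fell by 0.82. PRKAG3 was at 16.1, 7.88 and 10.6 FPKM in LIMF and at 31.9, 54.4 and 30.3 in HIMF. For none of the 5 genes selected in the muscle did the HIMF and LIMF libraries overlap. The RT-qPCR values were not analysed here.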

Further, fold changes of all 10 genes in the qPCR and RNA-Seq showed the same trends (Fig. 6). 

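Supplementary Table S8 lists primers for β-actin beside those of the 10 genes. In the RNA-Seq data ACTB, on chromosome 3 from 4084275 to 4090383, was at 407 ± 54.5 FPKM (SD, n = 3) in LBF and at 1166 ± 228 (SD, n = 3) in HBF. Its log2 fold change was 1.51 in the fat (standard error 0.22, adjusted p = 0.16 from limma) and -0.11 in the muscle (standard error 0.34). Relative to ACTB, the log2 fold change in the fat was -3.83 for ALDH1L1, -4.42 for FASN, -2.46 for LPL, -3.22 for IGFBP5 and -2.41 for ACAT1.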

The results indicated that the DEGs identified by RNA-Seq and the DAPs identified by TMT-based proteomics were reliable and efficient.

**Figure 6:**
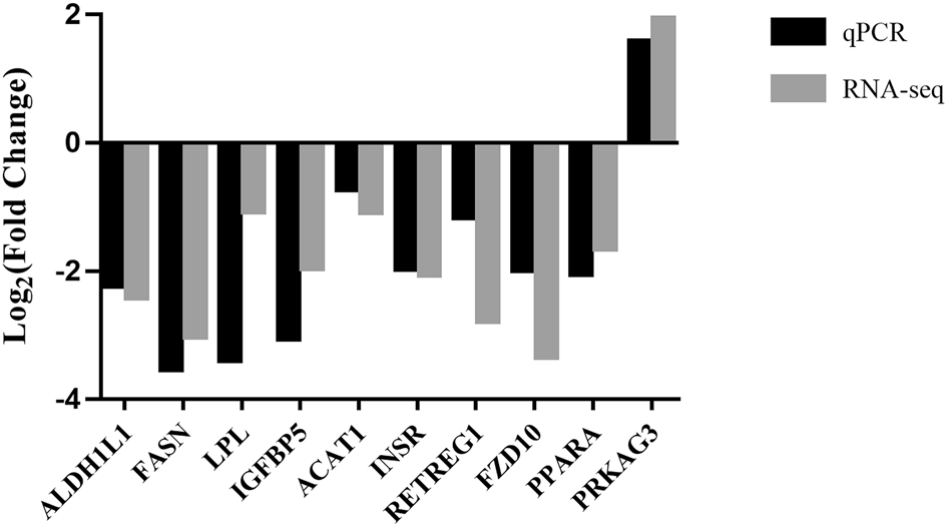
qPCR verification of genes in RNA-seq. The fold changes of the 10 genes showed that RT-qPCR results were consistent with the RNA-seq data. The fold change of qPCR was calculated as the ratio of expression between groups (HBF/LBF, HIMF/LIMF).

## Discussion

Dingyuan pigs have high subcutaneous and intramuscular fat contents. The population is a native breed that has not undergone strong artificial selection, and contains individuals with divergent backfat thickness and intramuscular fat content. Comparing gene expression between individuals with divergent traits in the same population can reduce noise due to different genetic backgrounds. The clean reads obtained from the transcriptome mapped to > 94.2% of the genome, which is higher than the value reported in previous studies on the pig backfat and LD muscle transcriptome^9,13–15^. The current results show that our transcriptome sequencing results are of high quality. 

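The mRNA of the genes whose proteins were lower in HBF had a mean log2 fold change of -0.35 over 38 genes, of which 30 were lower. The gene set test fry of limma gave a two-sided p of 0.00186. For the genes whose proteins were higher in HBF, the mean was 0.70 over 21 genes, of which 20 were higher. The p of that set was 0.00113 from fry. Adjusted over both sets by limma's fry, the adjusted p was 0.00186 for each. The paper chose the proteins in samples shared with the RNA-Seq, so these p-values are no independent test of a difference with backfat. Median-of-ratios scaling moved the first set most, to -0.45, and among the libraries left out in turn LBF replicate 3 did, to -0.26. At the limits for single genes, 0 of the 59 passed, and 20 had an unadjusted p under 0.05 in limma.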

Through integrated transcriptomic and proteomic analysis, we found 8 overlapping genes in the subcutaneous fat group and only 1 overlapping gene in the LD muscle group. Due to the existence of multiple post-transcriptional regulatory mechanisms, similar results have been reported in many studies^16–19^. This prompted us to analyze integrated transcriptomic and proteomic data to better identify functional genes and their regulatory pathways.

### Comparison of enrichment function characterization

Adipose tissue is not only an important energy store but is also essential for normal carbohydrate and lipid homeostasis. In addition to storing energy, white adipose tissue can also secrete enzymes and transcription factors, and are important secretory organs in the body^20,21^. On comparing the KEGG pathways enriched by DEGs in the subcutaneous fat and the LD muscle, we found that the hypertrophic cardiomyopathy signaling pathway was the only one common to both groups. 

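In the fat the genes listed for hypertrophic cardiomyopathy in Supplementary Table S3B included ACTB and PRKAG3, and in the muscle those in Supplementary Table S5b were PRKAG2 and PRKAG3. The FPKM of ACTB ranged from 346 to 451 in LBF and from 926 to 1381 in HBF. PRKAG3 was listed in both tissues.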

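Among the members of the metabolic pathways term, ME1 was at 148, 91.9 and 73.4 FPKM in LBF and at 47.9, 50.0 and 47.8 in HBF. TKT was at 346 ± 33.0 FPKM (SD, n = 3) in LBF and at 181 ± 28.1 (SD, n = 3) in HBF. ACSS3 was at 14.6 ± 2.52 and at 6.73 ± 2.53 (SD, n = 3 each). No library of HBF reached the lowest LBF library for any of these genes.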

Most of the DEG-enriched pathways identified in subcutaneous fat were metabolic pathways, including the metabolic processes of various amino acids, esters, fatty acids, and other intermediate products in glucose metabolism. The DEGs in the LD muscle group participated in a wide range of signaling pathways, including insulin, ketone body synthesis and degradation, longevity, and some disease-related pathways. 

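BDH1 was the single gene listed for the synthesis and degradation of ketone bodies. It was at 10.8, 8.32 and 3.73 FPKM in LIMF and at 1.60, 1.24 and 3.59 in HIMF, so LIMF replicate 3 lay just above HIMF replicate 3. The longevity and insulin terms rested on PRKAG2 and PRKAG3, which changed in opposite directions.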

Our results are consistent with those of another study which reported that pathways related to adipogenesis, lipolysis, glycolysis, and fatty acid oxidation were significantly downregulated in intramuscular adipocytes compared those in adipocytes from other locations^22,23^. Previous studies have also reported the differences in the regulatory mechanisms of subcutaneous and intramuscular fat production^24^.

We separately analyzed the signaling pathways involved in the genes upregulated and downregulated in the HBF group and found that the highly expressed DEGs in the LBF group were mainly involved in fatty acid degradation and metabolism, pyruvate metabolism, pentose phosphate pathway, and other pathways related to lipid metabolism. 

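Pyruvate metabolism had the members ME1, ACAT1 and ACSS1. ACSS1 was higher in HBF, with a log2 fold change of 1.29 (standard error 0.25), and the other members were lower. For fatty acid metabolism ACADSB was at 54.7 ± 13.6 FPKM (SD, n = 3) in LBF and at 25.4 ± 2.09 (SD, n = 3) in HBF. TKT was the member listed for the pentose phosphate pathway.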

The DEGs more highly expressed in the HBF group had functional categories related to inflammation and immunity, such as viral myocarditis, lipid and atherosclerosis, the AGE-RAGE signaling pathway in diabetic complications, and natural killer cell-mediated cytotoxicity. 

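BID, listed for viral myocarditis and for natural killer cell mediated cytotoxicity, was at 22.5 ± 6.98 FPKM (SD, n = 3) in LBF and at 72.4 ± 22.2 (SD, n = 3) in HBF, a log2 fold change of 1.68 (standard error 0.28). ULBP1 rose by 1.39 (standard error 0.33) from a low level, with 0.284, 0.412 and 0.651 FPKM in LBF and 1.68, 1.25 and 1.01 in HBF. Viral myocarditis also held ACTB. VEGFD, the gene listed for the AGE-RAGE pathway, was lower in HBF, at 3.44 ± 1.11 against 7.74 ± 2.09 FPKM (SD, n = 3 each).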

Human obesity is known to be associated with many diseases, including diabetes, dyslipidemia, cardiovascular disease, and cancer^25^. As an animal model for studying human obesity, pigs exhibit obesity complications similar to those of humans^26^. Therefore, it is particularly important to identify the different mechanisms of regulation of intramuscular and subcutaneous fat such that IMF content can be increased without increasing backfat deposition.

### Candidate genes affecting the production of subcutaneous adipose tissue and their regulatory changes

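MCCC2, on chromosome 16 from 47917308 to 47996540, was at 82.8 ± 14.4 FPKM (SD, n = 3) in LBF and at 37.6 ± 9.22 (SD, n = 3) in HBF. Its log2 fold change was -1.15 (standard error 0.21). IVD, on chromosome 1 from 130896488 to 130910582, was at 57.9 ± 15.7 and 22.2 ± 6.02 FPKM (SD, n = 3 each), a log2 fold change of -1.37 (standard error 0.26). For both genes no HBF library overlapped with an LBF library (exact permutation test, two-sided p = 0.10 each, the smallest possible). The paper chose these genes from the same libraries, and a test with this smallest p cannot decide whether they differ.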

Among the 8 genes identified in the subcutaneous fat group, *MCCC2* and *IVD* are involved in leucine metabolism. 

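The adjusted p from limma was 0.204 for ACAT1, 0.246 for ALDH6A1 and 0.168 for PRG4. With single libraries left out, the log2 fold change ranged from -0.98 to -0.79 for ACAT1, from -1.31 to -0.81 for ALDH6A1 and from 3.24 to 4.21 for PRG4. In the muscle PRG4 was at 0, 0.122 and 0.0883 FPKM in LIMF and at 0.0397, 0.102 and 0 in HIMF.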

Based on their functions, the genes *ACAT1*, *ALDH6A1*, and *PRG4* were selected as candidate proteins involved in regulating subcutaneous fat deposition in pigs. In addition to these common genes, we also identified proteins involved in fatty acid metabolism (ACAA2, ACOX1, CPT1A, and ACSL4), propionate metabolism (ALDH6A1, PCCB, MMUT), ketone body metabolism (HMGCL), and the citric acid cycle (IDH3A); the genes coding these proteins may be candidate genes for regulating subcutaneous fat in pigs. 

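Over the 59 protein genes with mRNA values in the fat, the median absolute log2 change was 0.43 for the mRNA and, in the paper's values, 0.35 for the protein. Adjusted over these genes alone, 13 had an adjusted p under 0.05 in limma. The proteins were chosen in the same samples, so this count is no independent test.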

Our transcriptome proteome had very few overlapping genes, and the results indicate that there is post-transcriptional regulation of fat deposition in Dingyuan pigs. In addition, due to the limitations of sequencing technology, the number of proteins identified by the proteome was far lower than that in the transcriptome. Moreover, the number of proteins detected in the two tissues was very different, and many proteins were not detected. Therefore, we believe that DEGs that exist only in the transcriptome can also be used as important candidate genes.

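Between HIMF and LIMF the log2 fold change of PRKAG3 had an adjusted p of 0.404 in limma, and between HBF and LBF one of 0.383. Under the alternatives tried it ranged from 1.49 to 2.03 in the muscle and from -1.91 to -0.28 in the fat, where a pseudocount of 1 brought it closest to 0. Its FPKM in LBF was 13.7, 2.18 and 1.26 times the level computed from the share of muscle genes in each library.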

In our study, *PRKAG3* was the only DEG found to participate in fat metabolism in the transcriptome of both tissues. The *PRKAG3* gene encodes the AMPK regulatory subunit γ3^27^. AMPK activity is associated with increased glucose uptake and fatty acid oxidation, as well as inhibition of glycogen synthase activity and fatty acid synthesis^28^. Two missense mutations in the pig *PRKAG3* gene—A595G (Ile199Val) and G154A (Gly52Ser)—are related to the IMF content, water-holding, and meat quality of pigs^29^, and the AMPKγ3 (R200Q) mutation results in a lack of AMP dependence and elevated basal activity of AMPK^28^. The current research on pig *PRKAG3* is focused on IMF. Based on the FPKM value of the transcriptome, we found that *PRKAG3* expression is high in muscle tissue and very low in fat tissue; therefore, the role of this gene in pig backfat deposition remains to be verified.

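PRKAG3 was at 25.2 ± 17.5 FPKM (SD, n = 6) in the muscle and at 0.173 ± 0.212 (SD, n = 6) in the fat, a difference of 6.49 on the log2 scale. No library of the fat reached the lowest library of the muscle. An exact permutation test over the 924 ways to label the libraries gave a two-sided p of 0.00216, the smallest possible. With a pseudocount of 1, which moved the difference most, it was 4.22. From these levels the paper reasons that the role of the gene in backfat remains open.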

Our results showed that in the HBF and HIMF groups, most of the candidate genes that regulate the biological process of adipogenesis were downregulated. 

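Lower expression was found for 14 of the 21 candidates in HBF and for 7 of the 8 candidates in HIMF. In both lists 0 genes reached an adjusted p under 0.01 in limma. All of them had an unadjusted p under 0.05 in limma.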

Lipoprotein lipase (LPL) is one of the key enzymes involved in lipid metabolism. It is the rate-limiting enzyme for the catabolism of triglycerides and can remove TG-rich, very low-density lipoproteins and chylomicrons from the blood^30,31^. Fatty acid synthase (FASN) is a key enzyme in the de novo fatty acid synthesis pathway and cell substrate energy metabolism^32^. Acetoacetyl-CoA synthetase (AACS) is an enzyme that provides acetyl units for the biosynthesis of cholesterol and fatty acids^33^. *AACS* gene expression in white adipose tissue is lower in Zucker fatty rats than in lean rats; however, in high-fat diet induced obese rats, the expression of this gene is increased^34^. ALDH1L1 and ALDH6A1 belong to the aldehyde dehydrogenases family. The *ALDH6A1* gene is involved in the metabolism of a variety of aliphatic and aromatic aldehydes produced by various endogenous and exogenous precursors, and is also an important candidate gene that affects drip loss^35^. Moreover, ALDH1L1 is an enzyme that metabolizes folate^36^. At present, there are almost no reports on the relationship between these two genes and fat deposition. However, based on the various metabolic pathways they participate in and their differential expression in the HBF and LBF groups, we speculate that they may play a role in the subcutaneous fat deposition process in pigs.

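ALDH1L1, on chromosome 7 from 53748585 to 53794777, was at 55.8 ± 15.6 FPKM (SD, n = 3) in LBF and at 11.2 ± 3.61 (SD, n = 3) in HBF, with a log2 fold change of -2.32 (standard error 0.28, adjusted p = 0.14 from limma). ALDH6A1, on chromosome 7 from 97360583 to 97381885, was at 54.1 ± 10.7 and 25.6 ± 8.55 FPKM (SD, n = 3 each), with -1.12 (standard error 0.29). No library of HBF overlapped with one of LBF in either gene.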

*ADHFE1* expression is highly enriched in adipose tissue and other highly metabolically active tissues, and its expression is closely related to the phenotype of mature adipocytes in vivo and in vitro^37^. The candidate genes related to subcutaneous adipogenesis that were upregulated in the HBF group included *KLF2*, *ACP5*, *SERPINE1*, *PPARD*, *UBD*, and *UCP2*. 

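KLF2 rose from 44.0 ± 11.6 to 123 ± 58.5 FPKM (SD, n = 3 each), a log2 fold change of 1.42. PPARD and UCP2 rose by 1.33 and 1.60. The HBF and LBF libraries did not overlap for KLF2, PPARD or UCP2 (exact permutation test, two-sided p = 0.10 each, the smallest possible).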

*KLF2* inhibits fat formation by negatively regulating adipocyte differentiation, but does not affect the commitment of multipotent stem cells to the preadipocytic lineage^38^. *ACP5*, which is associated with excessive fat deposition and the development of atherosclerosis in pigs^39^. *SERPINE1* (also known as PAI-1) is mainly produced in white adipose tissue and increases the cardiovascular risk in obese and diabetic patients, whereas its deficiency can prevent obesity and metabolic dysfunction^40,41^. The peroxisome proliferator-activated receptor delta gene (*PPARD*) is a key regulator of lipid metabolism, and its haplotype is associated with pig backfat thickness^42^. Studies in C2C12 myoblasts have shown that overexpression of *PPARD* inhibits myotube formation and enhances adipocyte differentiation^43^. In mice, knockout of the *UBD* gene prevents the development of age-related obesity while prolonging lifespan and vitality^44^. *UCP2* participates in the oxidation of mitochondrial substrates and plays an important role in metabolic pathways^45,46^. Studies have reported that some SNPs in *UCP2* are related to obesity and type 2 diabetes^47–49^. Among these differential genes, genes that are positively related to adipogenesis were down-regulated (e.g., *FASN*), and some were upregulated (e.g., *ACP5*), indicating that fat metabolism in the body is a dynamic and balanced process.

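ACP5 was at 1.88, 1.25 and 3.79 FPKM in LBF and at 13.9, 13.1 and 3.56 in HBF, so HBF replicate 3 lay below LBF replicate 3 (exact permutation test, two-sided p = 0.20). Its log2 fold change of 2.01 had a standard error of 0.60 and rose to 2.64 without HBF replicate 3. FASN was at 980, 333 and 581 FPKM in LBF and at 65.1, 51.0 and 134 in HBF. The unadjusted p from limma was 0.0118 for ACP5 and 0.000466 for FASN.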

### Candidate genes affecting the production of IMF and their regulatory changes

In the transcriptome of the IMF group, we found many enriched pathways related to lipid metabolism. Based on these pathways, we identified genes that may regulate intramuscular fat deposition. *RETREG1*, also known as *pFAM134B*, promotes the accumulation of subcutaneous fat in pigs by increasing the mRNA levels of *PPARγ*, *FAS*, and *ACC*, and reducing the levels of *ATGL* and *HSL*^50^. *PRKAG2* is an important regulator of cardiac metabolism^51^; an SNP of *PRKAG2* is associated with insulin sensitivity and is essential for obesity, triglycerides, and HDL cholesterol^52^. SMPDL3A—a recently identified phosphodiesterase—plays a role in cholesterol and fat metabolism by regulating the liver X-receptor^53^. The insulin receptor substrate 2 (IRS2) is the first downstream effector of the insulin receptor. Studies have found that the absence of IRS2 in myeloid cells improves glucose homeostasis and enhances resistance to metabolic dysfunction induced by a high-fat diet^54^. In addition, the proteins LEP^55^, GK^56^, and PPARA^57^—reported to be associated with obesity or adipose-related biological processes—were also included in our results.

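LEP, on chromosome 18 from 20106867 to 20124071, was at 0.099, 0.048 and 0.031 FPKM in LIMF and at 0.453, 0.440 and 0.348 in HIMF. The log2 fold change was 1.71 (standard error 0.31, adjusted p = 0.372 from limma). Genes higher in fat than in muscle by more than 4 on the log2 scale changed by 0.13 on average, and those higher by more than 5 changed by 0.31. PPARA was at 8.55 ± 1.47 FPKM (SD, n = 3) in LIMF and at 3.09 ± 1.01 (SD, n = 3) in HIMF, a log2 fold change of -1.47. GK fell by 1.96, from 2.45 ± 1.01 to 0.590 ± 0.387 FPKM (SD, n = 3 each).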

The purpose of our experiment was to identify genes that specifically regulate subcutaneous and intramuscular fat in pig with extreme backfat and IMF. Interestingly, some of the DEGs and DAPs identified in the backfat groups in this study. For instance, *UBD* expression was upregulated in our HBF transcriptome and in the proteome of the HIMF group. 

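UBD, on chromosome 7 from 22501130 to 22502883, was at 8.92 ± 1.99 FPKM (SD, n = 3) in LBF and at 20.9 ± 1.47 (SD, n = 3) in HBF, a log2 fold change of 1.24 (standard error 0.19). In the muscle its mRNA was at 0.905, 2.07 and 6.70 FPKM in LIMF and at 3.67, 3.29 and 4.44 in HIMF. The groups overlapped there, with a log2 fold change of 0.66 (standard error 0.61, unadjusted p = 0.314 from limma). It ranged from 0.01 to 1.39 when single libraries were left out, so its size in the muscle depends on single libraries.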

Studies have shown that *UBD* has a positive regulatory effect on intramuscular and subcutaneous fat, and that inhibition of *UBD* in intramuscular and subcutaneous adipocytes results in the inhibition of cell proliferation and lipid droplet production^58^.

From our results, it is worth mentioning that the *RETREG1* gene was downregulated in the HIMF group. 

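RETREG1, on chromosome 16 from 5726493 to 5879461, was at 60.9, 183 and 54.2 FPKM in LIMF and at 14.8, 11.8 and 15.6 in HIMF. The log2 fold change was -2.59 (standard error 0.44, adjusted p = 0.362 from limma) and ranged from -2.91 to -2.03 when single libraries were left out. In the fat the groups overlapped, with a log2 fold change of -0.64 (standard error 0.46, exact permutation test, two-sided p = 0.40). The difference between the tissues was 1.95 (standard error 0.70, exact permutation test, two-sided p = 0.17).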

Although it has been suggested that this gene has an inhibitory effect on intramuscular fat deposition in Dingyuan pigs, studies have shown that it also promotes subcutaneous fat deposition. The opposing roles of genes in the two types of adipose tissue are beneficial for the selection of high-quality pigs, and their functions can be explored through further studies.

## Materials and methods

### Animal ethics compliance

All animal work was conducted following the guidelines for the care and use of experimental animals. The Animal Welfare Committee of the State Key Laboratory for Agro-Biotechnology of the China Agricultural University approved all procedures for animal care (approval number, SKLAB‐2012‐04‐07). The study was carried out in compliance with the ARRIVE guidelines.

### Animals and samples

The Dingyuan pigs were raised in the Ankang Agriculture and Animal Husbandry Company, Dingyuan County, Anhui Province, with consistent feeding conditions. Over 200 unmated sows that were 10 months old and showed normal growth were selected and their body weight and live backfat thickness were measured using a platform scale and a B-ultrasound instrument (SSD-500V, ALOKA, Japan). Based on the measurements, 12 individuals with similar body weights were selected such that six had extremely high live backfat thickness and six had extremely low live backfat thickness. The pigs were slaughtered to measure the carcass weight, backfat thickness and lean meat percentage. The LD muscle and back subcutaneous fat tissues were collected, immediately frozen in liquid nitrogen, and stored at − 80 °C.

### Measurement of intramuscular fat

A fresh sample of the LD muscle tissue was cut into pieces, the connective tissue and fascia were removed, and the remaining tissue was homogenized. The LD muscle samples were then dried to a constant weight in an oven and the dried samples were ground into powder. The Soxhlet extraction method was used to determine IMF content in LD muscle tissue.

Based on backfat thickness and IMF content, subcutaneous fat samples were divided into high backfat thickness (HBF, n = 3) and low backfat thickness (LBF, n = 3), and LD muscle samples were divided into the high intramuscular fat (HIMF, n = 3) and low intramuscular fat (LIMF, n = 3) groups.

### Library preparation and sequencing

Total RNA was extracted from the LD muscle and back subcutaneous fat tissues using the TRIzol (Invitrogen, Carlsbad, CA, USA) method. Isolated total RNA was quantified (Nanodrop, ND2000) and quality controlled with typical curves (Agilent, Bioanalyzer 2100). The RNA integrity number (RIN) values of all samples were above 7, and 2.5 µg of total RNA was used to construct the cDNA library (TruSeq RNA Sample Preparation Guide, Illumina Inc., San Diego, CA). The Illumina NovaSeq6000 platform **(**Illumina, San Diego, CA, USA) was used for transcriptome sequencing, and the sequencing read length was paired-end 150 bp. The obtained raw data were filtered to clean data with fastp (version 0.12.3) by removing reads containing adapters, low-quality reads (Q-value < 19), and reads with an N content > 5%. Clean reads were mapped to the reference pig (*Sus scrofa*) genome version scrofa.Sscrofa11.1.99^59^ (http://ftp.ensembl.org/pub/release-99/fasta/sus_scrofa/dna/Sus_scrofa.Sscrofa11.1.dna.toplevel.fa.gz) using the HISAT2 (V2.0.5) software for alignment. We used the Cufflinks (V2.2.1) software to calculate FPKM values to represent gene expression levels. The DESeq2 (V1.25.9) was used to analyze the differences between groups, and the *P*-values were adjusted using the Benjamini–Hochberg method. Differentially expressed genes (DEGs) were defined as those with false discovery rate (FDR) < 0.01 and |log_2_ fold change|≥ 1.

### Protein sample preparation and TMT tag labeling

The samples used for the proteomic analyses were the same as those used for RNA-Seq. An appropriate amount of sample tissue was added to the protein lysis solution (Mammal Tissue Total Protein Extraction Kit AP0601-50, Invent Biotechnologies, Inc., Plymouth, MN, USA). After sonication, the samples were placed on ice for 20 min, centrifuged at 10,000× g at 4 °C for 30 min, transferred to a new tube, and stored at − 80 °C. Protein concentrations of the samples were determined using a BCA kit (Thermo Fisher Scientific), and protein quality was detected by SDS-PAGE. The peptides were labeled with TMT isobaric tags (Thermo Fisher Scientific) at room temperature for 1 h.

The TMT‐labeled samples were fractionated using a high-pH peptide fractionation protocol. Each sample was fractionated into 60 fractions using a step gradient of 0–95% acetonitrile. Next, the 60 fractions were pooled into 10 fractions in a non-contiguous manner. Each sample was separated using a high-performance liquid chromatography (HPLC) system. The chromatographic column was balanced with 95% solution A (98% H_2_O, pH10), loaded onto the mass spectrometer pre-column using the autosampler, and then separated by an analytical column. The separated samples were analyzed using a Q Exactive Plus mass spectrometer (Thermo Fisher Scientific).

After mass spectrometry analysis, the Proteome Discoverer 2.4 software (Thermo Fisher Scientific) was used to process all the original files against the Sus_scrofa.Sscrofa11.1.pep.all.fa database. The peptide confidence was set to a high level (*q*-value < 0.01) for peptide filtering. Quantification of experimental bias was set to normalize the total peptide amount. FC ≥ 1.2, FC ≤ 0.833, and *P*-value ≤ 0.05 were set as thresholds for identifying differentially abundant proteins (DAPs).

### Functional annotation of DEGs and DAPs

GO and KEGG pathway enrichment analysis of the DEGs was performed using the KOBAS 3.0 enrichment analysis tool (https://kobas.cbi.pku.edu.cn/anno_iden.php). Functional analysis of DAPs was conducted using the UniProt ftp database and the KEGG PATHWAY database^60^. The Pathway Maps tool was used to enrich the pathways, and *P*-values were calculated using R software based on a hypergeometric distribution, with the default database being used as the background.

### Validation of important candidate genes

To confirm the DEGs identified in RNA-Seq and the DAPs identified in TMT-based proteomics, qRT-PCR was performed on 10 genes with the same samples as those used for sequencing to measure their expression levels in different groups. The primer sequences used are listed in Supplementary Table S8. Quantitative real-time PCR (qPCR) reactions were performed using the SYBR Green qPCR SuperMix (Transgen, Beijing, China) using a Bio-Rad CFX96 System (Bio-Rad, Hercules, CA, USA) with a reaction volume of 20 μL. A cDNA pool of all samples was used for calibration and the experiment was performed in triplicate for each sample. Gene expression levels were calculated using the 2^−ΔΔCt^ method.

### Statistical analysis

The differences in slaughter traits and gene expression levels were analyzed using the t-test in SPSS (version 21.0; IBM Corp. Released 2012. IBM SPSS Statistics for Windows, Armonk, NY, USA). Graphs were prepared using GraphPad Prism (version 7), and data are presented as the mean ± standard error.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

## Data Availability

All RNA-Seq data were deposited in the Gene Expression Omnibus under accession number GSE179457 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179457). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD027061.The datasets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

DAP: Differentially abundant protein
DEG: Differentially expressed gene
FDR: False discovery rate
FPKM: Fragments per kilobase million
GO: Gene ontology
HBF: High backfat thickness group
HIMF: High intramuscular fat group
IMF: Intramuscular fat
KEGG: Kyoto encyclopedia of genes and genomes
LBF: Low backfat thickness group
LD: *Longissimus dorsi*
LIMF: Low intramuscular fat group
log_2_FC: Log_2_ fold change
qPCR: Quantitative real-time PCR
TMT: Tandem mass tags

# Supplementary material for: Identification of candidate genes that specifically regulate subcutaneous and intramuscular fat deposition using transcriptomic and proteomic profiles in Dingyuan pigs
**Source:** Sci Rep. 2022 Feb 18;12:2844. doi: 10.1038/s41598-022-06868-3
**Supplement:** Supplementary file 1 — Supplementary Figures.

# Identification of candidate genes that specifically regulate subcutaneous and intramuscular fat deposition from transcriptomic and proteomic profiles in Dingyuan pigs

**Figure S1**

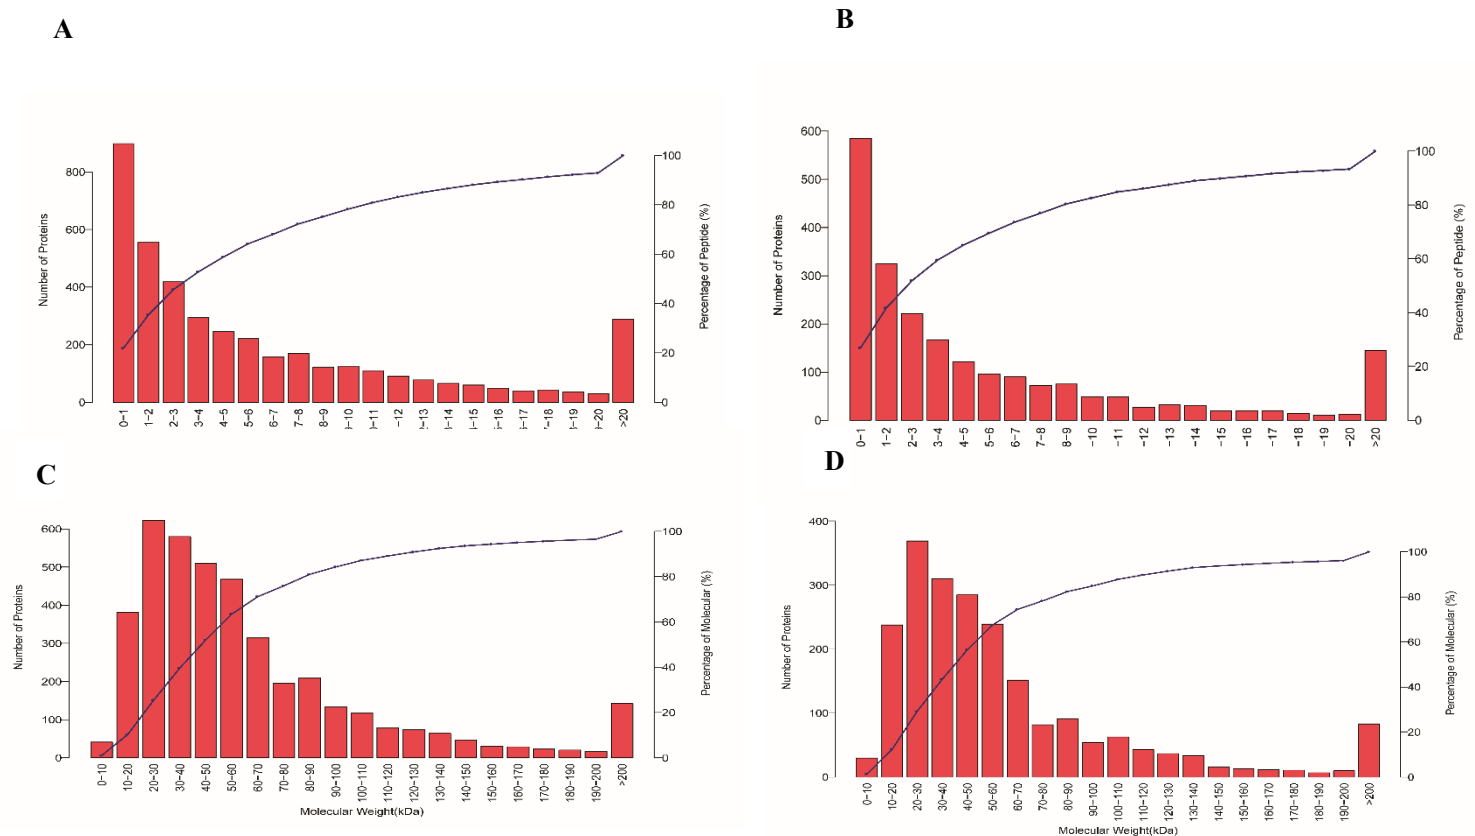

Figure S1. Basic information on proteins identification. (A) Distribution of peptide numbers identified in HBF and LBF groups. (B) Distribution of peptide numbers identified in HIMF and LIMF groups. (C) The relative molecular mass distribution map of the identified proteins in the HBF and LBF groups. (D) The relative molecular mass distribution map of the identified proteins in the HIMF and LIMF groups.

**Figure S2**

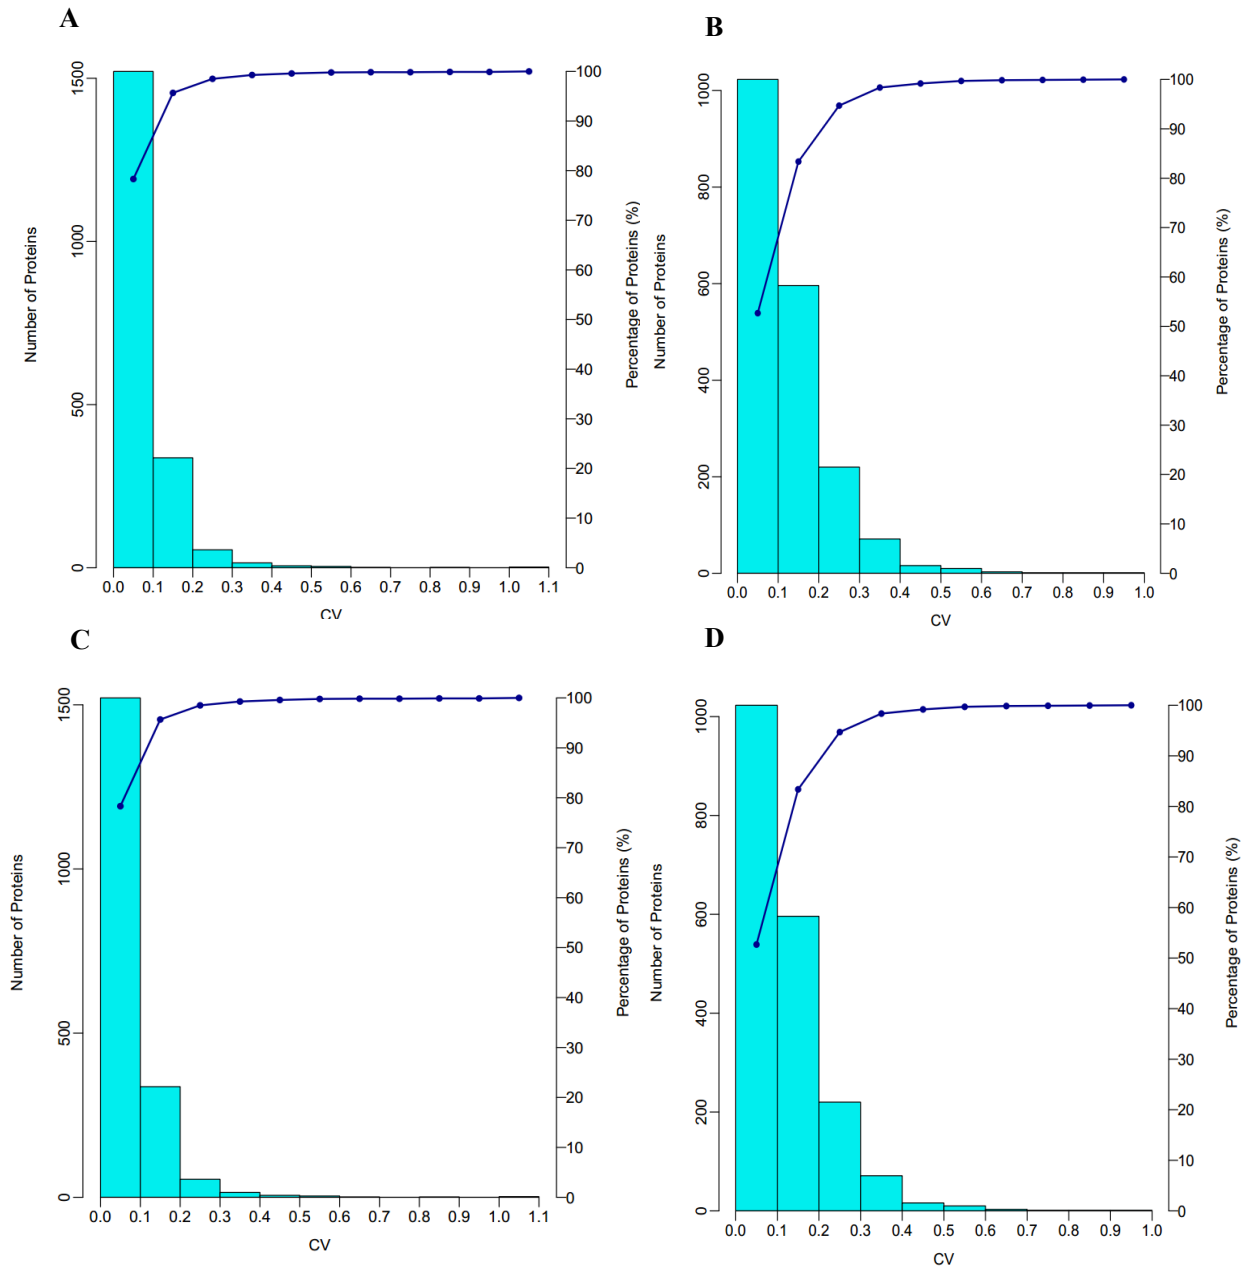

Figure S2. The coefficient of variation (CV) of proteins in the replicates of the four groups. (A) Coefficient of variation of HBF group. (B) Coefficient of variation of LBF group. (C) Coefficient of variation of HIMF group. (D) Coefficient of variation of LIMF group.

**Figure S3**

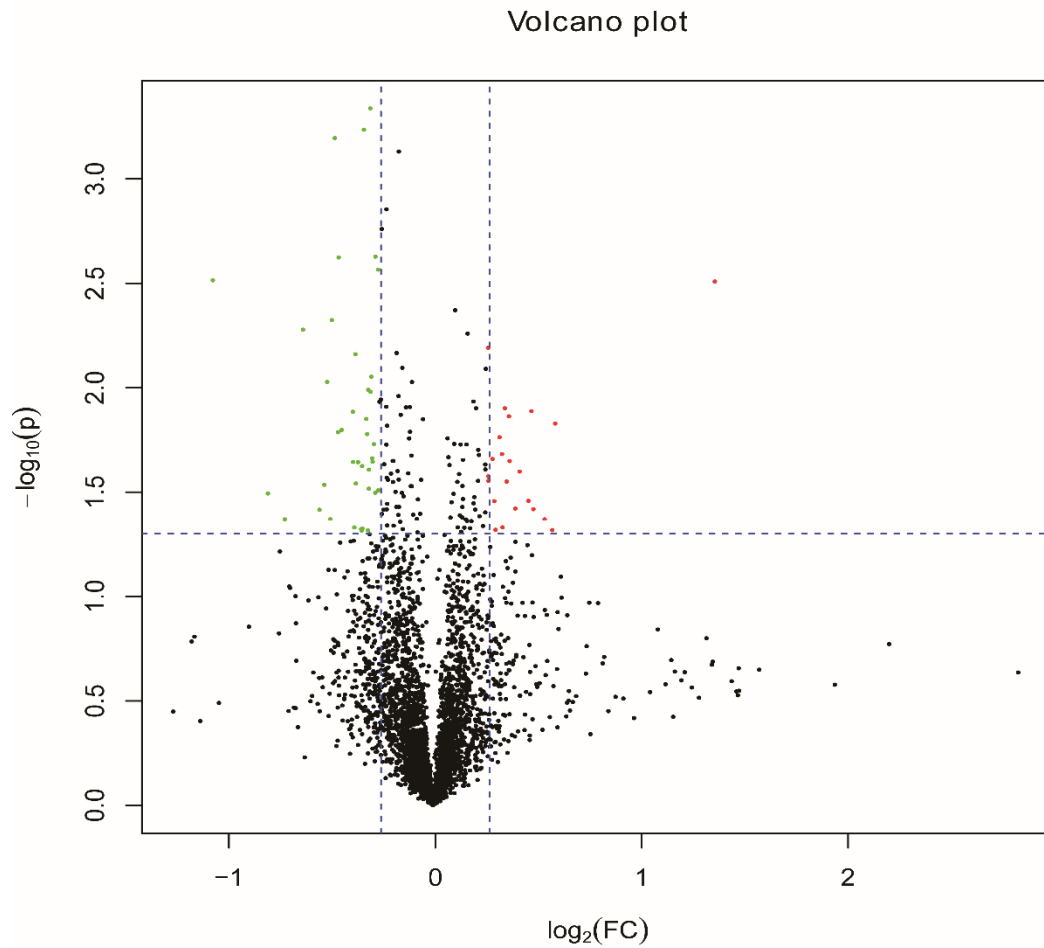

Figure S3. Volcano plot of DAPs from samples of subcutaneous fat. The abscissa indicates  $\log_2\text{FC}$ , the ordinate indicated  $-\lg(P\text{-value})$ , red dots indicate differential expression of up-regulated proteins, green indicates differential expression of down-regulated proteins, and black indicates no differential expression.

**Figure S4**

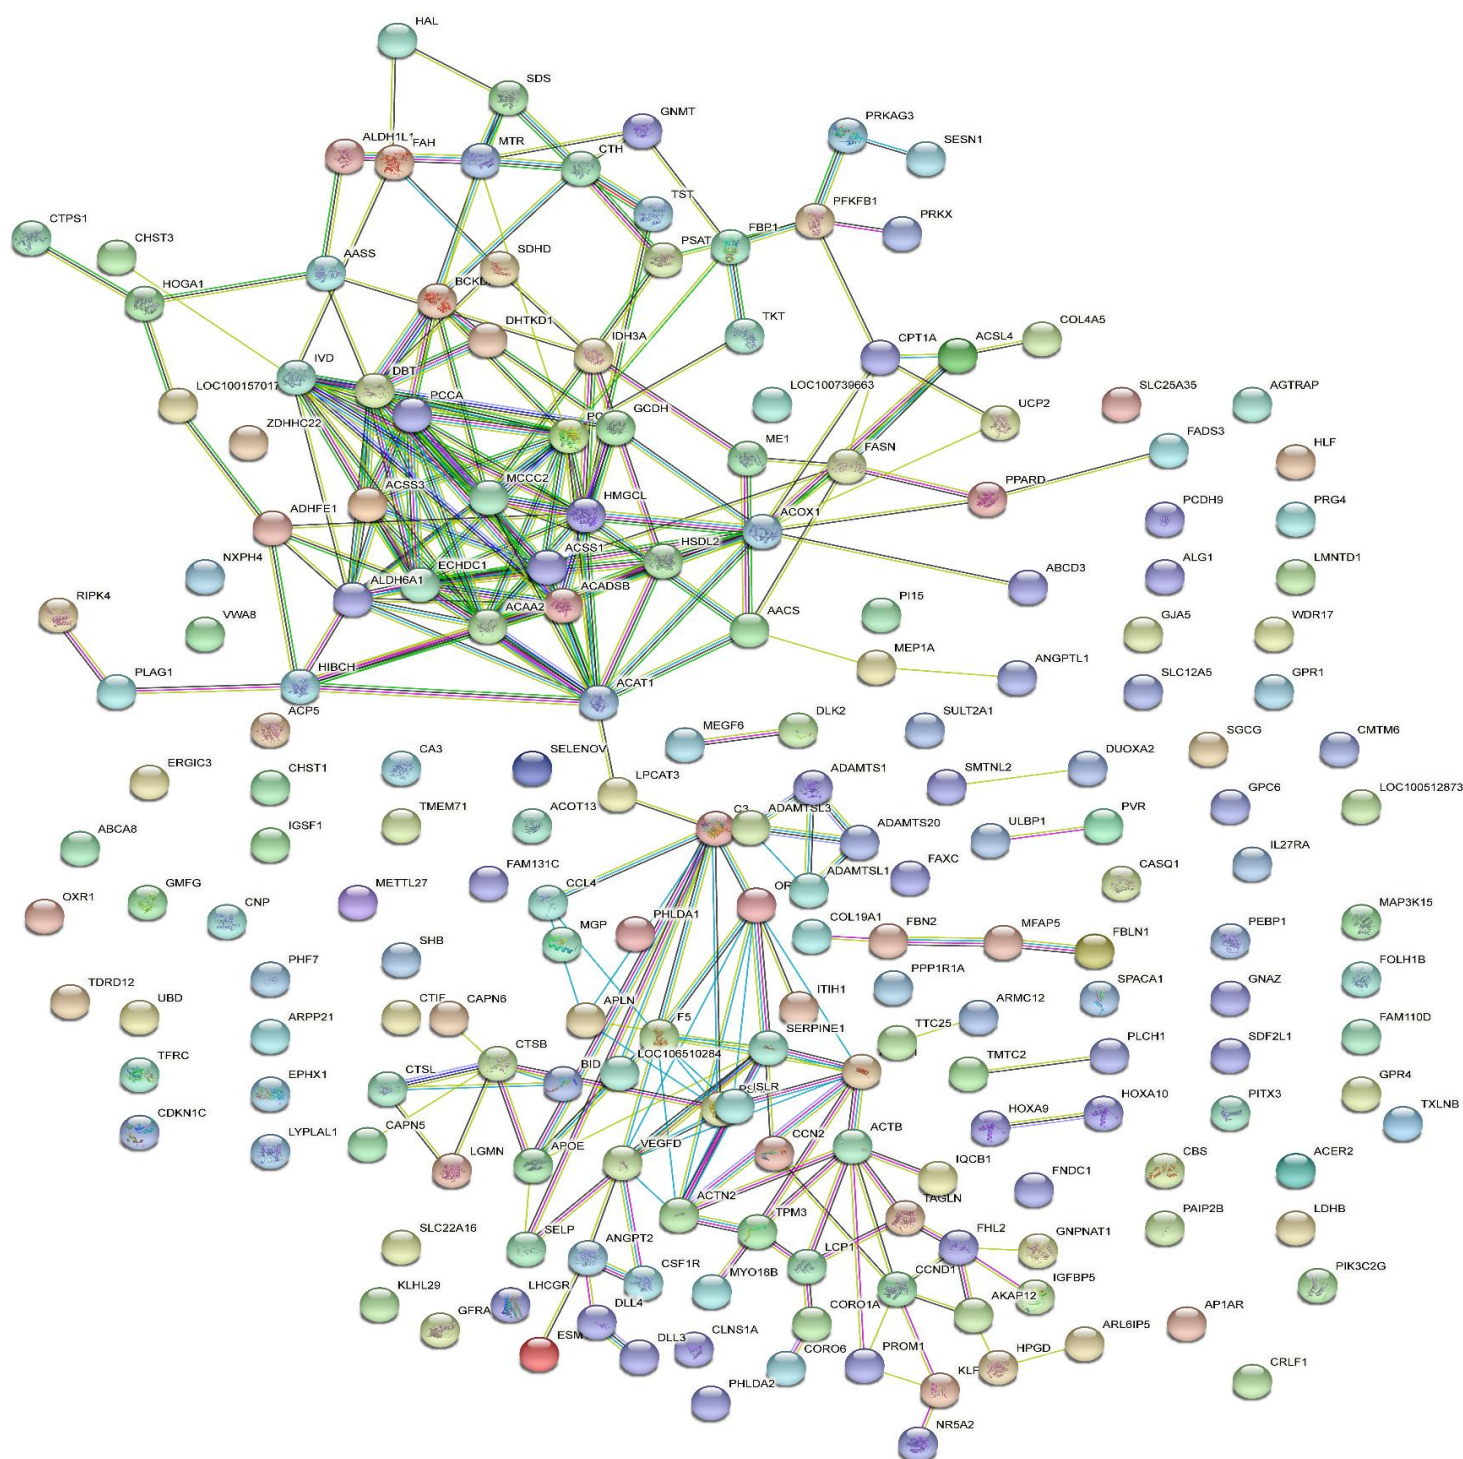

Figure S4. The interaction network diagram of both DEGs and DAPs in subcutaneous fat. The network nodes are proteins and the edges represent the predicted functional associations. Each colored lines represent different evidences for each interaction: red, gene fusions; green, gene neighborhood; blue, gene cooccurrence; purple, experimentally determined; yellow, textmining; light blue, from curated databases.

**Figure S5**

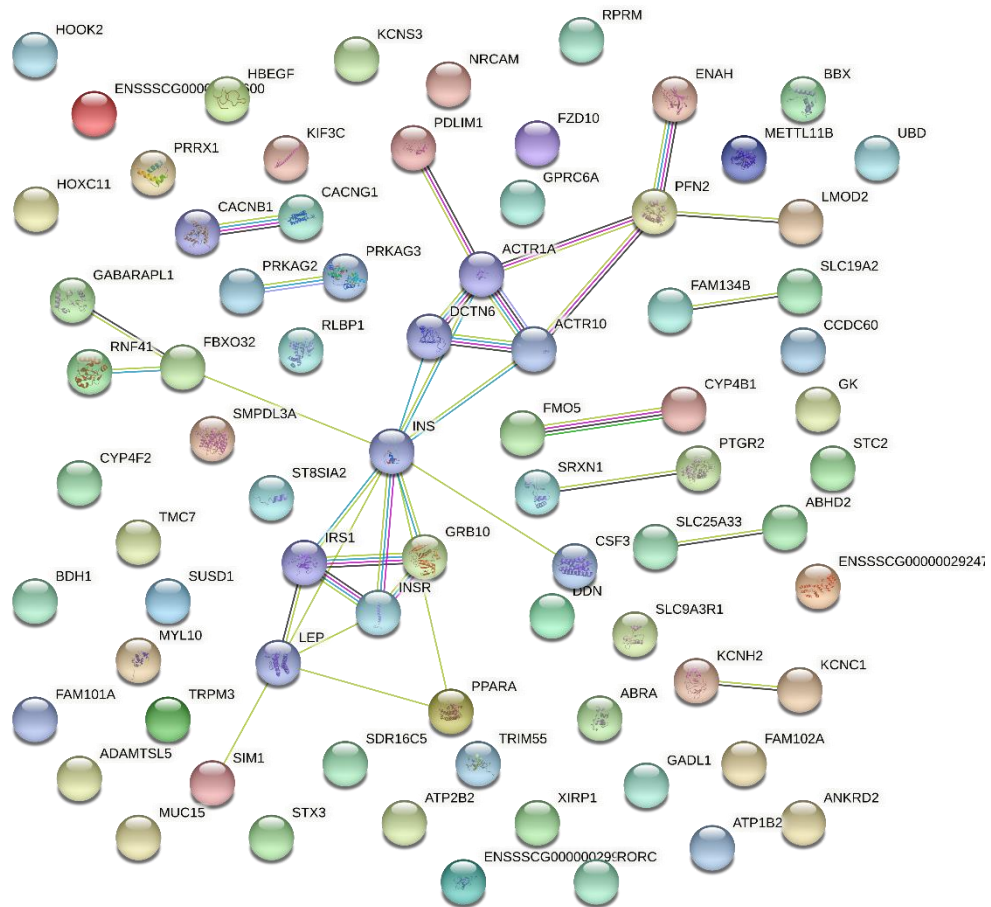

Figure S5. The interaction network diagram of both DEGs and DAPs in LD muscle. The network nodes are proteins and the edges represent the predicted functional associations. Each colored lines represent different evidences for each interaction: red, gene fusions; green, gene neighborhood; blue, gene cooccurrence; purple, experimentally determined; yellow, textmining; light blue, from curated databases.

Figure S6

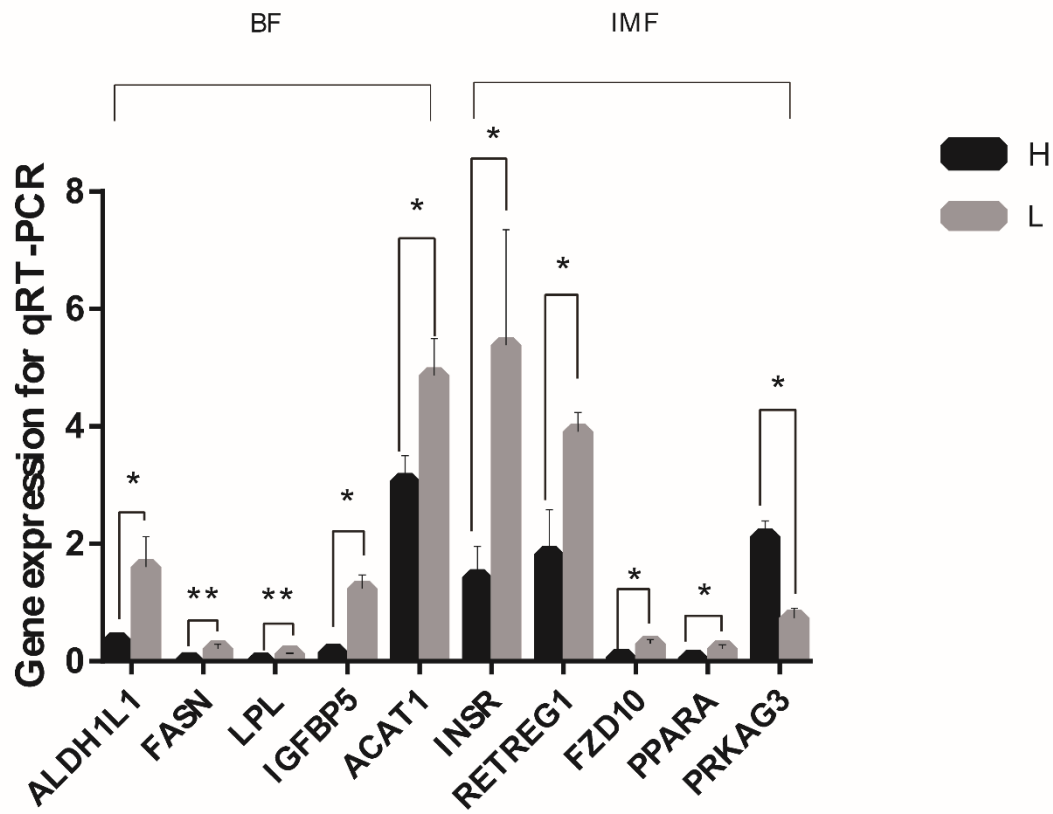

Figure S6. qPCR validation of 10 genes differentially expressed according to RNA-seq and TMT basic proteome .

\*on the bars indicate significant differences ( $P < 0.05$ ) and \*\* indicate extremely significant differences ( $P < 0.01$ ) between HBF and LBF or HIMF and LIMF.

How the deposited data were processed for this re-analysis (not part of the article)

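Back subcutaneous fat and LD muscle of Dingyuan sows were compared between pigs with high and low backfat thickness (HBF and LBF) and between pigs with high and low intramuscular fat (HIMF and LIMF), with 3 libraries per group and 12 in all. The authors filtered the reads with fastp, aligned them to Sscrofa11.1 with HISAT2 and computed FPKM with Cufflinks, and the FPKM values of each Ensembl gene and library were used as deposited. No scaling between libraries is stated beyond that of FPKM itself. Read counts were not used here, so neither the counting error of a value nor the smallest value the depth can show is given. The clean reads of each library are those of Supplementary Table S1.

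The 7 identifiers listed on 2 rows each were summed. Libraries were grouped by the group names in their labels, and same-numbered libraries of different groups were treated as different pigs. A gene was counted as expressed in a group at a mean FPKM above 0.05, the limit the paper states. Differences between HBF and LBF and between HIMF and LIMF were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 0.1), over genes with a mean FPKM above 0.05 in the 6 libraries of the tissue. P-values were adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. The difference between the tissues was tested as a contrast over all 12 libraries at an adjusted p under 0.05. Tissue and trait cannot be parted in it, since each tissue was split by a different trait. Single genes were also tested by exact permutation of the library labels, two-sided, where 3 libraries against 3 give at least 0.10. The mRNA of the genes of the proteins in Supplementary Table S6a was tested as a set with fry of limma, separately for proteins lower and higher in HBF. Correlations across genes between mRNA and protein used 100000 permutations, and the protein values are the paper's.

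The genes given by name are those the paper names in its results, discussion, Tables 2 and 3, Fig. 4 and Fig. 6, the genes of the KEGG terms it names as listed in Supplementary Tables S3B and S5b, and ACTB. Genes named outside that rule are those that passed the limits only under an alternative, genes listed at 0 in some libraries and at a high FPKM in others, and genes far higher in muscle than in fat that the paper lists as lower in HBF, and these were chosen after their values were seen. Positions were taken from the RefSeq annotation of Sscrofa11.1 by gene symbol, which placed 65 of 66 named genes. Results for some of these genes are not reported here.

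The test was tested on simulated data with the level and spread of all 12 libraries of both tissues. Noise was independent for each gene, so correlation between genes was not simulated. Shifted single genes had a mean FPKM above 1 over all 12 libraries. With 200 genes shifted by 2 on the log2 scale it called 103 of them and no others, and with no gene shifted it called 0, with 800 at an unadjusted p under 0.05. In the test of the difference between the tissues it called 133 genes, of which 13 were not among the shifted genes. A set of genes shifted by -0.35 had a p under 0.05 from fry in 47 of 50 draws, and a set without a shift in 2 of 50.

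The alternatives tried were a pseudocount of 1 or 0.01, no filter on expression, a mean FPKM above 1, median-of-ratios scaling, quantile normalization, each library left out in turn, the replicate number as a block, all 12 libraries in 1 fit, eBayes without trend, and other limits for a call. Sets of marker genes for muscle, fat and other sources were not tested. The annotation used gives no Ensembl identifiers, and 300 identifiers could be given a gene name. Through these names 10 of the 134 listed genes were matched, 7.46% against a minimum of 80%. The low match does not show that the annotation lacks the genes. The protein-coding filter was not applied, since the annotation used gives no biotype. Proteome, RT-qPCR and phenotype measurements were not analysed here.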

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

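The tests in this part were chosen only after the results were seen.

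LBF replicate 3 lay far from the other 5 fat libraries in 2 measures by Dixon's test. It listed 12629 genes at 0, against 13195 to 13400 in the others. The 218 genes with the highest level in muscle relative to fat, at least 5 on the log2 scale at a mean FPKM above 10 in muscle, had a mean log2 level of -0.0065 in LBF replicate 3 and of -1.49 to -1.31 in the others. Over 12 combinations of measure and tissue, 2 lay this far out, where about 0.6 would by chance.

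A candidate explanation of the level of these muscle genes is RNA of muscle tissue in the fat piece. Over the 178 genes with an excess over the other LBF libraries, the log2 excess rose with the log2 FPKM in LD muscle with a slope of 1.05, where a fixed share of muscle RNA gives a slope of 1. Genes without an excess were left out of the slope. The share of muscle RNA computed this way was 0.676% in LBF replicate 3 and 0.130% to 0.170% in the other fat libraries. LBF replicate 3 shares its condition with the other LBF libraries, so no biological explanation was tested. Of 9 genes that the paper lists as lower in HBF, that passed the filter and that were higher in muscle than in fat by more than 4 on the log2 scale, a wider set than above, 8 were lower by at least 1 on the log2 scale as deposited and 4 after the muscle share of each library was taken away. CASQ1 moved from -2.08 to 0 and ENSSSCG00000031608 from -0.80 to 0, so for these 2 the lower level in HBF cannot be told apart from muscle RNA in LBF pieces. ACTN2 moved from -1.75 to -0.96, SMTNL2 from -1.37 to -0.81, PRKAG3 from -1.14 to -0.96 and TXLNB from -1.49 to -1.34, so muscle RNA at these shares accounts for part of each. It does not account for CORO6 (-1.03 to -1.02), PPP1R1A (-1.70 to -1.72) or ARPP21 (-1.46 to -1.48). The reading of the count of 4 was changed after it was seen. Over all 125 genes listed as lower with a value here, the number lower by at least 1 moved from 110 to 106.

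The lower number of genes at 0 in LBF replicate 3 may come from deeper sequencing, since its clean reads were the highest of the fat libraries. Over the 6 muscle libraries the Spearman correlation of clean reads with genes at 0 was 0.0857 (exact permutation test, two-sided p = 0.919), and that of the depth estimated from low FPKM values was -0.83 (exact permutation test, two-sided p = 0.0583). Both depths were looked at and the first was the one set to decide. It showed no link with genes at 0, while the second leaned towards one. Among the other fat libraries HBF replicate 1, with the most clean reads, listed 13341 genes at 0. HBF replicate 3, with the fewest, listed 13195, and LBF replicate 1, with the next fewest, listed 13400. These values differ in direction, so the pattern cannot be told apart from deeper sequencing. Of the 453 genes above 0 in LBF replicate 3 and in no other fat library, 49 had a mean FPKM above 0.05 in muscle, or 10.8%, against 1.55% to 5.21% for the other fat libraries. RNA of muscle tissue may therefore account for some of these genes, and most of them were not expressed in muscle.

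For KRT80 and PRKAG3 the change between high and low groups differed between the tissues, by 4.79 for KRT80 and by -2.90 for PRKAG3 on the log2 scale. These genes were selected by the paper from the same libraries. After median-of-ratios scaling the differences were 4.77 and -2.89, with an exact permutation p of 0.0075 for each after adjustment over 3 genes, so scaling between libraries accounts for little of either. With each library left out in turn, the difference for KRT80 was never closer to 0 than 4.23, so no single library carried it. RNA from other tissues in the pieces was not tested as a source of KRT80, and the pattern is not called biological here. For both genes a difference between the tissues may also be one between the traits that split the groups.

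For PRKAG3, muscle RNA in the LBF pieces is a candidate explanation of part of the change in the fat. With the muscle share of each library taken away, the log2 fold change was -0.96 against -1.14 as deposited. This remainder rests largely on LBF replicate 1, at 0.585 FPKM against 0.0428 from its muscle share. LBF replicates 2 and 3 were at 0.0776 and 0.215 FPKM, against 0.0356 and 0.170 from theirs. The change after taking the share away was not computed without LBF replicate 1, so how much muscle RNA accounts for stays open. Without LBF replicate 1 the log2 fold change as deposited was -0.63. The FPKM of PRKAG3 divided by the level that the muscle share of each library gives was 13.7, 2.18 and 1.26 in LBF, with a median of 2.18, and 0.778, 1.59 and 2.49 in HBF. The reading of these ratios was made stricter after they were seen, and in LBF replicates 2 and 3 they lay within the range of HBF, so that there PRKAG3 cannot be told apart from muscle RNA.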

How the results depend on the processing

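The alternatives below were set before the data were examined, apart from keeping the identifiers listed on 2 rows separate, which was chosen after seeing the data.

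Between HBF and LBF, 0 genes passed the limits with either other pseudocount, either other filter, either scaling, the replicate number as a block, all 12 libraries in one fit, eBayes without trend or either other limit for a call. The smallest adjusted p in limma ranged from 0.0253 to 0.192 over these fits, and 8 genes had an adjusted p under 0.05 with all 12 libraries in one fit. Across the 6 fits that each left out 1 library, from 0 to 2 genes passed, and both genes that passed without LBF replicate 1 were listed at 0 in the other LBF libraries. Between 1433 and 2402 genes had an unadjusted p under 0.05 in all these fits. Median-of-ratios scaling shared 1641 of the 2206 genes at an unadjusted p under 0.05, or 74.4%, and leaving out HBF replicate 1 shared 1198, or 54.3%.

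Between HIMF and LIMF, 1 gene passed with all 12 libraries in one fit and 0 under the other alternatives that used every library, where the smallest adjusted p in limma ranged from 0.279 to 0.538. From 0 to 5 genes passed with 1 library left out in turn, and 3 of the 5 that passed without LIMF replicate 1 were listed at 0 in the other LIMF libraries, while the 1 that passed without HIMF replicate 1 was listed at 0 in every LIMF library. The cause was not tested for the others. The unadjusted count ranged from 519 to 1983 genes.

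For the difference between the tissues, 1 gene passed with a pseudocount of 1 (GPC5), 1 with a pseudocount of 0.01 (KRT80), 1 with no filter (ENSSSCG00000010165) and 2 with eBayes without trend (GPC5 and KRT80). From 0 to 118 genes passed with 1 library left out in turn. The 118 genes, 52 higher and 66 lower, passed without LIMF replicate 3, and the cause was not tested.

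The genes expressed in all 4 groups numbered 8382 with an FPKM above 1, 12101 with an FPKM above 0.1, and 12902 to 13087 with 1 library left out in turn. With the identifiers on 2 rows kept separate they numbered 13083. The mRNA of genes with proteins lower in HBF had a mean log2 fold change from -0.45 to -0.26, and that of genes with proteins higher in HBF from 0.60 to 0.81. With the replicate number as a block the p from fry was 0.0490 and 0.0135, the highest of any alternative. Same-numbered libraries had a mean correlation of 0.07 between LBF and HBF and -0.03 between LIMF and HIMF. With the block, the smallest adjusted p in limma was 0.0800 in the fat, 0.538 in the muscle and 0.0615 for the difference between the tissues.

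PRKAG3 was higher in muscle than in fat by 4.22 to 7.44 on the log2 scale, with an exact permutation p of 0.00216 under each alternative. For single genes, 52 log2 fold changes were recomputed in 775 fits, and 0 changed direction or passed the limits. FPKM does not show the reads behind a value, so the depth limits the genes below 1 FPKM most, and by how much was not analysed here. The tests planned on sets of marker genes were not run.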

Differences from the paper's values

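The paper reports 191 genes differing between HBF and LBF, 63 higher and 128 lower, and the test here called 0, with 0 higher and 0 lower and 2206 at an unadjusted p under 0.05. The paper reports 85 genes differing between HIMF and LIMF, 31 higher and 54 lower, and the test here called 0, with 0 higher and 0 lower and 1004 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps. With all 12 libraries in one fit, SDR16C5 was called in the muscle, and it is in the paper's list.

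The paper reports 3 genes differing in both tissues and 8 genes in the fat whose protein also differs, and 0 of either were called here. None of the alternatives set before the data were examined closed these gaps. In the test of the difference between the tissues, KRT80 passed with a pseudocount of 0.01, with eBayes without trend, and without LIMF replicate 1, 2 or 3. GPC5, which is in the paper's lists, passed with a pseudocount of 1, with eBayes without trend and without LIMF replicate 3, and ENSSSCG00000010165, also listed, passed with no filter. FASN and PFKFB1 passed without LBF replicate 2. Without LIMF replicate 3, FASN, PFKFB1, ACAT1, ECHDC1 and SMPDL3A passed beside other genes of the paper's lists.

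In this paragraph a gap was within the error when it did not exceed the larger within-group standard deviation of the log2 values. That spread is not the standard error of the fold change, so a gap within it can still be large. The log2 fold change of GCDH in the fat was -1.05 against the paper's -1.17. It was -1.15 with median-of-ratios scaling and -1.15 with quantile normalization, where the difference was within the error, and the other alternatives did not close the gap. For KRT80 in the fat it was 1.67 against the paper's 2.92, and with a pseudocount of 0.01 it was 2.55, within the error. For PRKAG3 in the fat it was -1.14 against the paper's -2.73, and with a pseudocount of 0.01 it was -1.91, within the error. For LEP in the muscle it was 1.71 against the paper's 3.17, and with a pseudocount of 0.01 it was 2.72, within the error. No other alternative closed the gap for KRT80, PRKAG3 or LEP. For FZD10 in the muscle it was -1.61 against the paper's -3.27, and it was within the error with a pseudocount of 0.01 (-2.07), without LIMF replicate 1 (-1.99) and without LIMF replicate 2 (-2.02), but under no other alternative.

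For LPL in the fat the log2 fold change was -0.95 against the 1.00 of the paper's Table 2, and no alternative changed its sign. The paper's Supplementary Table S2 gives a negative value for the same gene.

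The paper places the AGE-RAGE pathway among those of the genes higher in HBF, and the listed member VEGFD had a log2 fold change of -1.15 here.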

Other observations

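The counts of splits in this part were planned, and all other tests in it were chosen only after the results were seen. The measure counted over splits, the genes at an unadjusted p under 0.05, was taken after 0 genes had been seen to pass the limits.

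Other splits of the 6 fat libraries were compared where they part all same-numbered libraries, as the real split does. Of these 4 splits, 1 gave as many genes at an unadjusted p under 0.05 as the 2206 of HBF against LBF, which was the real split itself, and the others gave 365 to 736. The 6 other splits put same-numbered libraries together and gave 462 to 946. In the muscle 2 of 4 splits gave at least as many as the 1004 genes of HIMF against LIMF. The other splits of the muscle gave 210 to 1221, and 4 splits cannot show a share under 0.05. For the difference between the tissues, 3 of the 32 pairs of splits gave at least 1628 genes, with 322 to 1884 in the others, so a number this large also arose in splits that do not follow backfat thickness and intramuscular fat. Of 68 drawn pairs of splits that put same-numbered libraries together, 1 gave as many.

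The mean change of the mRNA of DAP genes lower in HBF was as large in 1 of the 4 splits, the real one, and the others gave 0.04 to 0.20 in size. For the mRNA of DAP genes higher in HBF it was also 1 of the 4 splits, and the others gave 0.13 to 0.39. Splits that put same-numbered libraries together gave up to 0.24 and 0.37. A share under 0.05 is not possible with 4 splits, so this count does not decide for either set. The proteins were also chosen by the real split of the same samples, which favours that split.

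Most genes at an unadjusted p under 0.05 were higher in HBF in the FPKM as deposited, and under median-of-ratios scaling 48.0% were. That scaling centres the changes near 0, so a share near 50% follows from it, and the excess of higher genes cannot be told apart from scaling between libraries.

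LEP was higher in every HIMF library than in every LIMF library. The paper grouped the muscle samples by intramuscular fat, so more fat tissue within the HIMF pieces is part of the design. More RNA of fat tissue in the HIMF pieces could give the higher LEP, since a share of 0.413% would be enough for LEP. At that share, genes higher in fat than in muscle by more than 4 on the log2 scale would rise by 0.31 on average. Their mean log2 difference was 0.13 over 367 genes (exact permutation test, two-sided p = 0.50), and over a stricter set of 162 genes it was 0.31 (exact permutation test, two-sided p = 0.20), where that share would give 0.54. In the first set HIMF replicate 2, at 0.22, lay below LIMF replicates 2 and 3, at 0.42 and 0.41. HIMF replicate 3, at 0.45, lay close to them. In the stricter set HIMF replicate 2, at -0.33, lay below LIMF replicate 2, at -0.25. It lay above LIMF replicates 1 and 3, at -0.71 and -0.55. HIMF replicate 3, at -0.24, lay above every LIMF library there, though close to LIMF replicate 2. HIMF replicate 1, at 0.58 in the first set, was the highest library in both. The reading of these values was changed after they were seen. The 2 sets do not rule out more RNA of fat tissue in any HIMF library, so LEP cannot be told apart from it. Under quantile normalization LEP differed by 1.66 against 1.71 as deposited, so scaling between libraries accounts for little of it. These values do not part fat within the muscle, which belongs to the trait, from fat around it. The effect of depth at this low level was not tested either, so no biological explanation is put forward.

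ACTB was higher in every HBF library than in every LBF library, and its log2 fold change in the fat was above that of 99.2% of genes. Under median-of-ratios scaling its log2 fold change was 1.41, and with each library scaled to its total without the 10 highest genes of each, 13 genes in all, it was 1.45, against 1.51 as deposited. Scaling between libraries and a few genes taking most of the FPKM therefore account for little of it, and other explanations were not tested.

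Same-numbered LBF and LIMF libraries deviated together from their group means, with a mean correlation across genes of 0.14. Of the 6 pairings 1, the same-numbered one, was that high, with 0.10 as the highest of the others. Over the 705 genes with a standard deviation of at least 1 it was 0.26, with 0.16 as the highest of the others. Between HBF and HIMF it was -0.02 over these genes. The library codes of same-numbered fat and muscle libraries in the labels also share a number. The mean weight, intramuscular fat and backfat in Table 1 of the paper differ between LBF and LIMF, so the same 3 pigs did not give both groups, and whether single pigs gave both libraries is not stated. The 6 pairings cannot show a share under 0.05 and do not settle that, and between HBF and HIMF the same-numbered pairing had -0.05, with 5 of the 6 pairings as high. Genes are not independent replicates, and no permutation over genes was made.

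Some genes were listed at 0 in some libraries and above 1000 FPKM in others of the same tissue, 2 genes in the fat and 8 in the muscle. The limit was set after such genes were seen. ENSSSCG00000018081 and ENSSSCG00000018082 were listed at 0 in LBF replicates 2 and 3 and in LIMF replicates 2 and 3. In the other libraries they were listed between 17091 and 45165 FPKM.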
